# Intronic Non-CG DNA hydroxymethylation and alternative mRNA splicing in honey bees

**DOI:** 10.1186/1471-2164-14-666

**Published:** 2013-09-30

**Authors:** Pablo Cingolani, Xiaoyi Cao, Radhika S Khetani, Chieh-Chun Chen, Melissa Coon, Alya’a Sammak, Aliccia Bollig-Fischer, Susan Land, Yun Huang, Matthew E Hudson, Mark D Garfinkel, Sheng Zhong, Gene E Robinson, Douglas M Ruden

**Keywords:** Honey Bees, DNA methylation, DNA hydroxymethylation, Epigenetics

## Abstract

**Background:**

Previous whole-genome shotgun bisulfite sequencing experiments showed that DNA cytosine methylation in the honey bee (*Apis mellifera*) is almost exclusively at CG dinucleotides in exons. However, the most commonly used method, bisulfite sequencing, cannot distinguish 5-methylcytosine from 5-hydroxymethylcytosine, an oxidized form of 5-methylcytosine that is catalyzed by the TET family of dioxygenases. Furthermore, some analysis software programs under-represent non-CG DNA methylation and hydryoxymethylation for a variety of reasons. Therefore, we used an unbiased analysis of bisulfite sequencing data combined with molecular and bioinformatics approaches to distinguish 5-methylcytosine from 5-hydroxymethylcytosine. By doing this, we have performed the first whole genome analyses of DNA modifications at non-CG sites in honey bees and correlated the effects of these DNA modifications on gene expression and alternative mRNA splicing.

**Results:**

We confirmed, using unbiased analyses of whole-genome shotgun bisulfite sequencing (BS-seq) data, with both new data and published data, the previous finding that CG DNA methylation is enriched in exons in honey bees. However, we also found evidence that cytosine methylation and hydroxymethylation at non-CG sites is enriched in introns. Using antibodies against 5-hydroxmethylcytosine, we confirmed that DNA hydroxymethylation at non-CG sites is enriched in introns. Additionally, using a new technique, Pvu-seq (which employs the enzyme PvuRts1l to digest DNA at 5-hydroxymethylcytosine sites followed by next-generation DNA sequencing), we further confirmed that hydroxymethylation is enriched in introns at non-CG sites.

**Conclusions:**

Cytosine hydroxymethylation at non-CG sites might have more functional significance than previously appreciated, and in honey bees these modifications might be related to the regulation of alternative mRNA splicing by defining the locations of the introns.

## Background

Methylation of DNA is increasingly appreciated as a potent way to regulate gene expression, but a comprehensive understanding of the diversity of methylation mechanisms has not yet been achieved. For example, methylation that does not occur at cytosine-guanosine dinucleotide sequences (non-CG methylation) is an underappreciated and poorly understood form of epigenetic regulation. While rare in mammalian somatic cells, non‒CG methylation occurs on 20‒40% of the cytosines in human embryonic stem cells (hESCs) [1,2], and is thought to be involved in pluripotency [1]. A recent comparative analysis of DNA methylation across hESC lines found that heavily methylated non‒CG sites are strongly conserved, especially within the motif TA^m^CAG at 3’ splice junctions [2], suggesting a role in splicing or alternative splicing of mRNA transcripts. Also, CTCF induced RNA polymerase II pausing was shown to link alternative mRNA splicing to DNA methylation at a CTCF binding site in genomic DNA encoding an intron [3]. Recently it was shown that RNA interference knockdown of DNA methyltransferase 3 (Dnmt3) affects gene alternative splicing in the honey bee [4].

The honey bee (*Apis mellifera*) is emerging as a new model to study effects of methylation on genome function because, unlike *Drosophila melanogaster*, it possesses a fully functioning methylation system [5-7]. Three studies [6,8,9] have reported that honey bees have CG methylation primarily at exon coding regions, and we have confirmed these studies here. These three studies have also reported that honey bees have little, if any, non-CG methylation [6,8,9]. However, since all three of the previous studies’ experimental design filtered out much of the non-CG methylation ( [6,8,9] and personal communication; see Acknowledgements), it is still an open question as to whether there are significant amounts of non-CG methylation in bees. The are several reasons for filtering out non-CG methylation: (1) non-CG methylation is much less abundant than CG methylation in mammals; (2) there are several times more non-CG sequences (i.e., CA, CT, and CC) than CG sequences, and focusing analyses on CG methylation is simpler; (3) non-CG methylation is often in less complex regions of the genome, such as introns, and is therefore difficult to map with short-read next-generation sequencing technology; and (4) since bisulfite works less well on double-stranded DNA than single-stranded DNA, less complex regions might form snap-back structures that are resistant to bisulfite conversion.

Hydroxymethylation of DNA is a newly discovered form of epigenetic regulation. It has been found recently in embryonic stem cells (ESC) and in the brains of mammals [10,11]. In mammals, TET proteins have been shown to be dioxygenases that convert ^m^C to 5-hydroxymethylcytosine (^hm^C). Honey bees have a TET ortholog [10,12], but ^hm^C has not yet been reported. Genome-wide wide mapping in mouse ESCs has revealed that ^hm^C is enriched at the start sites of genes whose promoters bear histone 3 lysine 27 trimethylation (H3K27me3) and histone 3 lysine 4 trimethylation (H3K4me3) marks [13-18]. In human ESCs, this dual mark is derived from separable subpopulations of self-renewing and lineage-biased ESCs within the heterogeneous unfractionated ESC population [19].

The most common chemical approach to study DNA methylation is treating single-stranded DNA with bisulfite, but bisulfite cannot distinguish ^m^C from ^hm^C because both base-pair as cytosine after bisulfite treatment. The modification ^m^C mostly remains in this form after bisulfite treatment, whereas ^hm^C is converted to cytosine methylene sulfonate (CMS) after bisulfite treatment, which has the same hydrogen bond donor and acceptor configuration as cytosine for base pairing to guanine [10]. In this paper, in addition to whole-genome shotgun bisulfite sequencing of honey bee head DNA, we developed new biochemical and bioinformatics tools to analyze non-CG methylation and hydroxymethylation. We sharpened our analyses by comparing bees endemic to North America that are derived from a mixture of European subspecies of *Apis mellifera* (“EHB”) with bees derived from the African subspecies *Apis mellifera scutallata*, introduced to South America in the last century (“AHB”). EHB and AHB are attractive candidates for comparative molecular analysis because they differ in many physiological and behavioral traits, including aggression. Differences in methylation between EHB and AHB that are reported here may be related to these physiological and behavioral differences, and could motivate further studies, beyond the scope of the present paper. We show that non-CG methylation and hydroxymethylation are both enriched in introns, and cytosine modification at splice junctions might help regulate alternative splicing and gene expression.

## Results and discussion

We asked whether non-CG methylation and hydroxymethylation occurs in honey bees using unbiased approaches that do not filter out non-CG methylation. We compared AHB and EHB mainly to demonstrate the robustness of our experimental and bioinformatics approaches. To standardize our comparisons, we analyzed head methylomes only from AHB and EHB “guard” bees, a specialized group of individuals that patrol the hive entrance and respond first to a threat to their colony. Most of the tissues in the bee head consist of brain.

### Whole-genome shotgun bisulfite sequencing validates that CG methylation is primarily located in the exons

We performed whole-genome shotgun sequencing of bisulfite modified DNA (BS-Seq) from AHB and EHB heads and obtained over 20× coverage of both genomes (Table 1; Additional file 1: Figure S1; see Methods). All four of the honey bee BS-Seq studies conducted to date — three published studies [6,8,9], and our experiments reported here — identified ~5-10× more CG methylation in exons than in introns. In the present study, there was ~6% CG methylation in exons and ~1% in introns and intergenic regions in EHB, compared with ~3% and ~0.3%, respectively in AHB (Table 2). Similarly, our re-analysis of the data from ref. [6] identified ~8% CG methylation in exons and ~0.3% methylation in introns in EHB (AHB was not studied; Additional file 2: Table S1). Only 15% (AHB) to 21% (EHB) of the CG methylation is symmetrically methylated in honey bees (Table 1), which is lower than what is observed in mammals (over 90%). Our analysis methods, which we call BS-Miner (See Methods), are sensitive to non-CG sites and identify hemi-methylated DNA using algorithms analogous to those by which heterozygous DNA sequences are identified in whole-genome sequences [20]. Recently, a BS-seq analysis tool called Bismark was developed that does not filter out non-CG methylation [21]. The amount of CHH and CHG methylation identified in the ref. [6] dataset by Bismark was approximately the same as the amount of CG methylation (516,148 versus 540,208, Additional file 2: Table S2), which is consistent with our analyses of our AHB and EHB datasets that show much more CHH and CHG methylation than previously reported.

**Table 1:** Differential cytosine DNA methylation between European (EHB) and Africanized (AHB) honey bees in CG, CHG, and CHH genomic contexts (H = A, T, or C)

Total*		**Methylated in EHB (%)**	**Methylated in AHB (%)**	**Symmetrically methylated (%)**
CG	10,030,209 (15%)	253,041 (2.5%)	94,248 (0.9%)	54,120 (21%, EHB), 14,454 (15%, AHB)
CHG	8,673,113 (14%)	80,295 (0.9%)	24,834 (0.3%)	423 (0.53%, EHB), 106 (0.43%, AHB)
CHH	45,072,611 (71%)	1,258,515 (2.8%)	519,318 (1.2%)	0%
Total	63,775,933 (100%)	1,591,851 (2.5%)	638,400 (1.1%)	54,543 (3.4%, EHB), 14,560 (2.3% AHB)

*The total number of cytosines represent both the uniquely mapped and the non-uniquely mapped cytosines (from [6]).

**Table 2:** DNA methylation at CpG sites in AHB and EHB

**AHB CpG methylation by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	1,273,706	40,288	3.16%
Downstream	2,086,041	37,798	1.81%
Exon	1,273,706	40,288	**3.16%**
Gene	7,105,672	62,011	0.87%
Intergenic	9,767,537	35,409	0.36%
Intron	5,887,038	22,463	**0.38%**
SpliceSiteAcceptor	14	1	7.14%
SpliceSiteDonor	2,257	81	3.59%
Transcript	7,806,591	64,990	0.83%
Upstream	2,294,855	38,169	1.66%
**EHB CpG methylation by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	1,318,533	82,558	6.26%
Downstream	2,255,737	89,512	3.97%
Exon	1,318,533	82,558	**6.26%**
Gene	7,555,968	149,371	1.98%
Intergenic	10,471,326	111,682	1.07%
Intron	6,293,493	68,460	**1.09%**
SpliceSiteAcceptor	18	1	5.56%
SpliceSiteDonor	2,504	215	8.59%
Transcript	8,297,751	158,204	1.91%
Upstream	2,468,142	87,960	3.56%

### Whole-genome shotgun bisulfite sequencing identifies non-CG modifications that are enriched in introns

As in the previous studies [6,8,9], we determined that CG methylation is primarily in the exons. However, a second finding from our analyses of both our data and the data from ref. [6] is relatively high levels of non-CG modifications (i.e., either ^m^C or ^hm^C) in bee heads. Surprisingly, our methods detected about 5-fold more CHH modifications (H = C, A, T) than CG methylation in both AHB and EHB DNA (Table 1). As with the CG methylation, we also saw more than twice as many non-CG modifications in EHB than AHB heads. About 2.5% of the total number of CHH sequences was modified in EHB and about 1.1% in AHB (Table 1).

In order to validate our finding of high levels of non-CG modifications, we reanalyzed previously published honey bee data from ref. [6] with our methods and again found that the amount of non-CG modifications exceeded the amount of CG methylation (Additional file 2: Table S1). The differences in the amounts of non-CG modifications in our data compared with ref. [6] might be caused by bisulfite treatment conditions (we did a single treatment and they did multiple treatments) or differences in strains of bees used in the two studies. We constructed the Illumina libraries using the identical protocol as ref. [6] which used unmethylated oligonucleotides, followed by amplification of only bisulfite converted oligonucleotides, to ensure that only fully bisulfite converted DNA is incorporated into the libraries (see Methods).

We also validated our data analysis pipelines by using two recent independently developed bisulfite methylation analysis program (BS-Map and Bismark) [21-23] on the data from ref. [6] and were again able to identify non-CG methylation sites (Additional file 2: Table S2 and Additional file 1: Figure S2). These independent algorithms also found more non-CG than CG methylation, consistent with our findings.

In contrast to CG methylation, CHH modifications were highest in introns (~4% and ~2% in EHB and AHB) and lowest in exons (~2% and ~0.8% in EHB and AHB) (Table 3). Consistent with this, our re-analysis of the EHB data from ref. [6] identified ~4 times more CHH modifications in introns than exons (2% versus 0.5%; Additional file 2: Table S1).

**Table 3:** DNA methylation at CHH sites in AHB and EHB

**AHB CHH modifications by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	3,316,927	26,207	0.79%
Downstream	5,075,583	79,404	1.56%
Exon	3,316,927	26,207	**0.79%**
Gene	12,684,330	212,020	1.67%
Intergenic	16,317,387	325,139	1.99%
Intron	9,480,307	186,385	**1.97%**
SpliceSiteAcceptor	14,774	87	0.59%
SpliceSiteDonor	26,957	121	0.45%
Transcript	13,795,281	234,094	1.70%
Upstream	5,213,214	74,112	1.42%
**EHB CHH modifications by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	3,648,122	85,111	2.33%
Downstream	5,967,723	216,950	3.64%
Exon	3,648,122	85,111	**2.33%**
Gene	14,525,454	521,600	3.59%
Intergenic	19,011,050	773,971	4.07%
Intron	10,997,021	438,582	**3.99%**
SpliceSiteAcceptor	17,187	538	3.13%
SpliceSiteDonor	34,121	620	1.82%
Transcript	15,784,142	570,790	3.62%
Upstream	6,096,005	211,100	3.46%

We also detected CHG modifications at levels lower than both CG and CHH (~1.1% and ~0.3% in EHB and AHB, Table 4). There was only about one-seventh as many CHG modifications as CHH modifications, and very few of the CHG modifications were symmetrical (~3.4% in EHB and ~2.3% in AHB, Table 2). CHG modifications were more uniform across the genome than CG methylation or CHH modifications (Table 2). Coverage for individual chromosomes (Additional file 1: Figure S3) demonstrates that there were no significant biases toward any portion of the genome in the sequencing procedure.

**Table 4:** DNA methylation at CHG sites in AHB and EHB

**AHB CHG methylation by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	1,002,706	3,493	0.35%
Downstream	1,119,219	4,559	0.41%
Exon	1,002,706	3,493	0.35%
Gene	3,188,727	11,619	0.36%
Intergenic	3,777,833	14,009	0.37%
Intron	2,225,532	8,217	0.37%
SpliceSiteAcceptor	16,858	43	0.26%
SpliceSiteDonor	4,407	15	0.34%
Transcript	3,470,589	12,577	0.36%
Upstream	1,189,498	4,526	0.38%
**EHB CHG methylation by genetic region**			
**Type (alphabetical order)**	**Analyzed**	**Methylated**	**Methylated %**
Cds	1,059,063	11,898	1.12%
Downstream	1,242,115	16,772	1.35%
Exon	1,059,063	11,898	1.12%
Gene	3,419,998	37,559	1.10%
Intergenic	4,099,352	45,117	1.10%
Intron	2,401,495	25,966	1.08%
SpliceSiteAcceptor	18,474	257	1.39%
SpliceSiteDonor	5,072	57	1.12%
Transcript	3,718,898	40,695	1.09%
Upstream	1,308,187	16,511	1.26%

Overall, EHB had almost 2.5× more modified Cs than did AHB (1,591,851 versus 638,400). We also observed ~3-4-fold more CG methylation than in the previous three studies: we detected 253,041 methylated CGs in EHB, compared with 80,000-90,000 in the previous 3 studies (Table 2) [6,8,9]. This appears to be due to higher sensitivity of the analysis program used; as stated above, using our methods on data from ref. [6] identified 334,949 methylated CGs (Additional file 2: Table S1), which is even more than we identified in our data. The significance of EHB having 2.5× more modified Cs than AHB is not known.

### Bees have 5-hydroxymethylcytosine

BS-Seq cannot distinguish ^m^C from ^hm^C because both base pair as C after BS treatment [10]. We used highly sensitive anti-CMS antibodies [13] to determine the levels of ^hm^C in the heads and bodies of AHB and EHB. Consistent with the BS-Seq results, we found comparable and statistically indistinguishable levels of ^hm^C in EHB and AHB heads (15.2 pmol/μg and 13.5 pmol/μg of genomic DNA) (Additional file 1: Figure S4). For bodies, there was significantly more ^hm^C in EHB than AHB (25.7 pmol/μg and 19.3 pmol/μg) (p < 0.05, 2-tailed t-test, Additional file 1: Figure S4).

### The 5-hydroxymethylcytosine in bees is enriched in introns

To distinguish ^m^C from ^hm^C, we immunoprecipitated honey bee head DNA with antibodies against 5-hydroxymethylcytosine (HMeDIP). The immunoprecipitated DNA was then sequenced by next-generation DNA sequencing (HMeDIP-seq). Compared to previous findings that ^m^C is found primarily in exons, we found that most of the ^hm^C DNA is present in introns (Table 5), where most of the non-CG modifications are also present. This leads to the speculation that ^hm^C is enriched in non-CG sites, and that many of the non-CG modifications that are detected by whole genome bisulfite sequencing are actually ^hm^C, since bisulfite cannot distinguish ^m^C from ^hm^C.

**Table 5:** Pvu-seq and HMeDIP-seq results show that cytosine hydroxymethylation is enriched in introns in the honey bee genome

**Pvu-seq AHB**		
**Type (alphabetical order)**	**Count**	**Percent**
Downstream	114,800	10.50%
Exon	138,670	12.68%
Intergenic	367,126	33.58%
Intragenic	1,542	0.14%
Intron	245,458	**22.45%**
Splice_Site_Acceptor	46,519	4.25%
Splice_Site_Donor	46,039	4.21%
Upstream	133,265	12.19%
**Pvu-seq EHB**		
**Type (alphabetical order)**	**Count**	**Percent**
Downstream	277,098	10.80%
Exon	312,968	12.20%
Intergenic	852,968	33.25%
Intragenic	3,332	0.13%
Intron	592,529	**23.10%**
Splice_Site_Acceptor	107,318	4.18%
Splice_Site_Donor	108,663	4.24%
Upstream	310,213	12.09%
**HMeDIP-seq AHB**		
**Type (alphabetical order)**	**Count**	**Percent**
Downstream	2,255	10.98%
Gene	2,537	12.35%
Intergenic	6,312	30.72%
Intron	4,487	**21.84%**
None	2	0.01%
Splice_Site_Acceptor	1,343	6.54%
Splice_Site_Donor	1,373	6.68%
Upstream	2,238	10.89%

### Pvu-seq validates the location of ^hm^C in introns

To validate the ^hm^C findings, we developed a new technique that we call Pvu-Seq. This technique involves digesting the DNA isolated from AHB and EHB heads with the Type 2 restriction endonuclease, PvuRts1I, which cuts near single hydroxymethylcytosine sites [24-26]. The distances between the cleavage sites and the modified cytosine are fixed within a narrow range, with the majority being 11-13 nucleotides away in the top strand and 9-10 nucleotides away in the bottom strand [24,25]. There was an excellent correlation between hmDIP-Seq and Pvu-Seq data; over 89% of the HMeDIP-Seq peaks were also represented by Pvu-Seq peaks. An example of an HMeDIP-Seq peak correlating with a Pvu-Seq reads in AHB is shown in Figure 1b and c. These results confirm the findings made with other techniques and indicate that Pvu-Seq is a valid technique for mapping ^hm^C sites in the AHB and EHB genomes.

**Figure 1:**
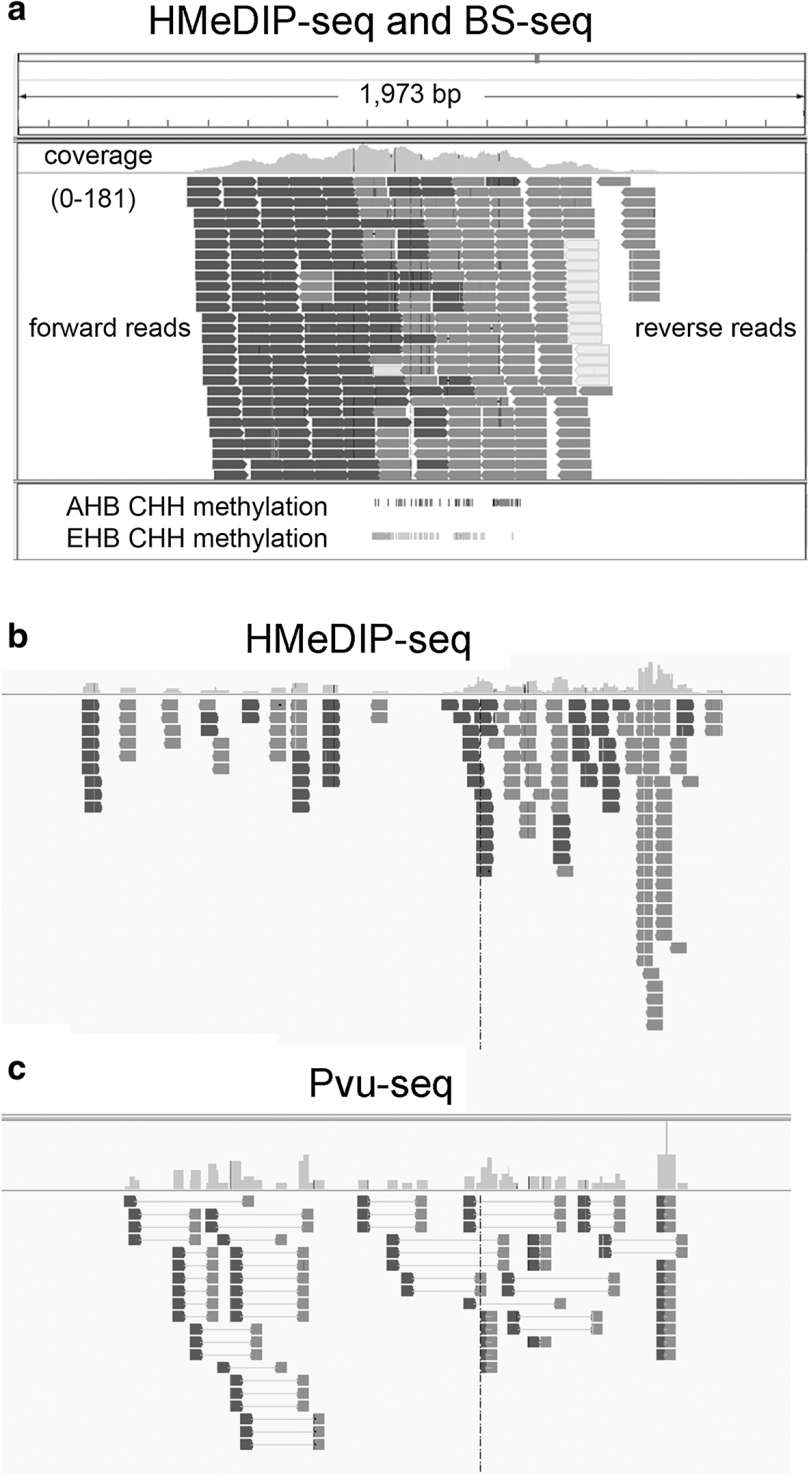
**Validation of CHH modifications based on MeDIP-Seq. a**, A large MeDIP peak in Africanized honey bees (AHB) that has a large amount of CHH modifications but no CG methylation in both European (EHB) and AHB. Coverage (0-181) represents the sequence coverage of mDIP-Seq fragments (the gray line is 0 and the top of the peak is 181). Forward reads are shown in black and reverse reads are shown in gray. The white boxes show reverse reads that did not have forward reads that could be aligned uniquely to the genome. The bottom portion shows the CHH modifications in AHB and EHB. **b**, HMeDIP-Seq analysis of a region of the genome that has a large peak of immunoprecipitated DNA. The histogram on the top shows the relative number of RNA-Seq fragments that align to the indicated region of the genome. Forward sequences are shown in red and reverse sequences in blue. **c**, Pvu-Seq analysis of the same region of the genome. Notice the good concordance between the two analyses.

### There are more non-CG modifications in genes with a low CG content

Previous analyses in honey bees have shown that there are two classes of genes with respect to CG methylation: one has a low observed over expected (o/e) CG ratio (i.e., low CG content), is highly methylated, and is enriched in housekeeping genes, and a second has a high o/e ratio (i.e., high CG content), is unmethylated, and is enriched in caste-specific and developmental genes (Figure 2, dashed lines; Additional file 1: Figure S5) [6,8,27-29]. Although non-CG sequences have a unimodal distribution (Additional file 1: Figure S6), rather than a bimodal distribution in the genome, non-CG modifications in introns surprisingly were found primarily in genes with a low o/e CG ratio (Figure 2). Genes with greater than 10% non-CG modifications, such as ^m^C and ^hm^C, in introns are primarily in low o/e CG genes (i.e., the left peak in the o/e CG ratio plot, dashed lines; Figure 2), whereas genes with zero percent non-CG modifications in introns are in high o/e CG genes (i.e., the right peak in the o/e CG ratio plot, dashed lines; Figure 2). Therefore, the pattern of methylation is dependent on the CG dinucleotide content and not the CHH or CHG trinucleotide content. We speculate that this might indicate that CG methylation is somehow linked to non-CG modifications, possibly via interactions between the maintenance DNA methyltransferase, Dnmt1, and the *de novo* enzyme, Dnmt3, both of which are present in bees [5], and the bee TET protein. In contrast to Dnmt1, which has almost exclusive specificity for CG sites (however, see ref. [30]), Dnmt3 is responsible for most non-CG methylation in hESC [31]; this has not been examined in bees.

**Figure 2:**
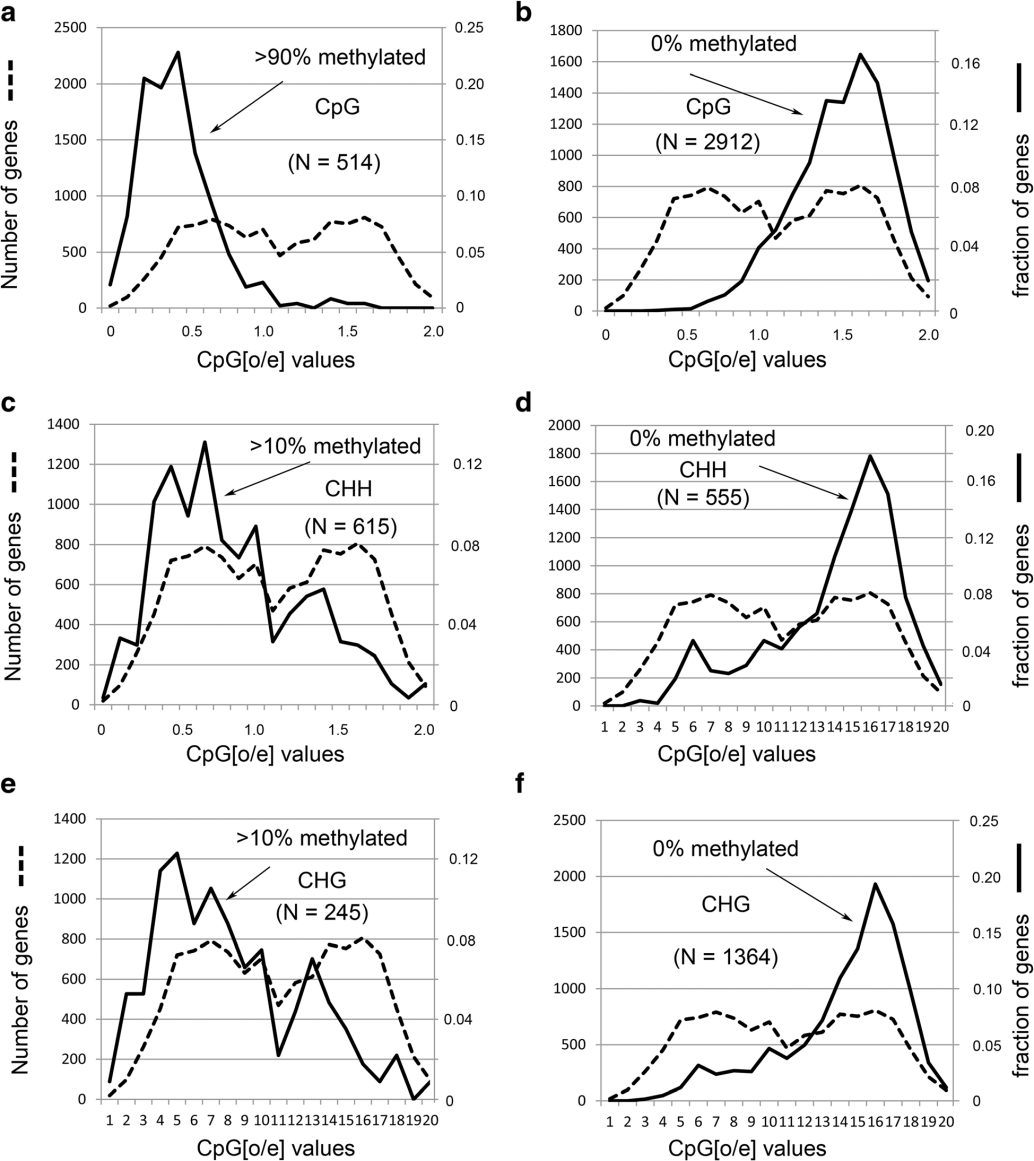
**Cytosine modifications in introns are predominantly in the low-CpG content genes. a**, plot of EHB genes (N = 514) with >90% methylation at CpG sites. The dashed line shows the bimodal distribution of bee genes with low o/e and high o/e (observed/expected) CpG ratios. The number of genes in the bimodal o/e plot is shown on the left Y-axis. The percentage of genes with >90% methylation in each region of the bimodal o/e plot is shown on the right Y-axis. **b**, plot of EHB genes (N = 2912) with zero percent CpG methylation. Since there are a large number of genes in all three classes with zero percent methylation, we restricted our analyses to genes with multiple motifs as follows: for CpG, there are 2912 genes with at least 10 total CpGs in the exons with 0% methylation. **c**, plot of EHB genes (N = 615) with >10% methylation at CHH sites in introns. **d**, plot of EHB genes (N = 555) with zero percent methylation at CHH sites in introns. For CHH, there are 555 genes with zero percent methylation in introns that have at least 400 total CHHs in the introns. **e**, plot of EHB genes (N = 245) with >10% methylation at CHG sites in introns. **f**, plot of EHB genes (N = 1364) with zero percent methylation at CHG sites in introns. For CHG, there are 1364 genes with zero percent methylation with at least 100 total CHGs in the introns.

### CHH modifications are enriched in the introns of genes that regulate transcription

We found that CHH modifications are highest in the introns of genes in the GO category “regulation of transcription” for both AHB and EHB (Figure 3a). This includes several Homeobox transcription factors, such as *Distalless* (Figure 3b) and *aristaless* (not shown). This is in contrast to genes with the highest CG methylation in exons, which were enriched in “housekeeping gene” GO categories, such as mitochondrial, ribosomal, and nucleotide-binding genes ( [6,8,9] and data not shown). As shown for *Distalless* (Figure 3b), introns in the “regulation of transcription” GO category often had a large amount of CG methylation in addition to the non-CG modifications. This again suggests that CG methylation and non-CG modifications are coordinately regulated.

**Figure 3:**
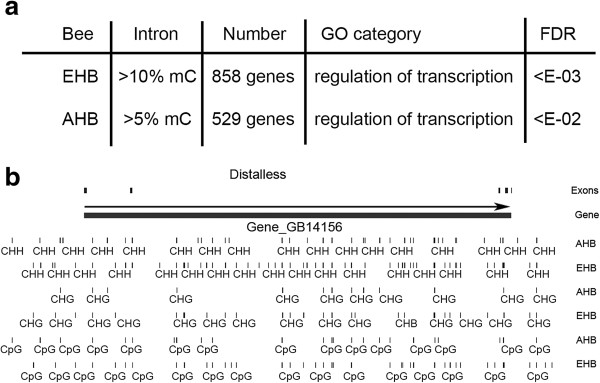
**CHH modifications are primarily in the introns of genes coding for transcription factors. a**, EHB and AHB intron methylation at CHH sites is enriched in the GO category “regulation of transcription” at the indicated FDR P values. There are 858 genes with >10% CHH modifications in EHB and 529 genes with >5% CHH modifications in AHB. Analysis with DAVID [32]. **b**, *Distalless* is a Hox gene and a transcription factor with high amounts of CHH modifications in the introns of both AHB and EHB.

### Non-CG modifications might regulate alternative mRNA splicing

Consistent with the idea that DNA methylation might be involved in regulating mRNA splicing [8,9], we found that splice donors and acceptors were often encoded by DNA with non-CG modifications, such as either ^m^C or ^hm^C. In bees and other invertebrates, over 90% of splice donors have a G at the first position and a U at the second position (i.e., 5’-AC-3’ on the template DNA strand, where the C on the template strand can be methylated). We identified several hundred modified cytosines at splice donor and acceptor sites on the template strands (346 ^m^Cs in 321 genes in AHB, and 1677 ^m^Cs in 1312 genes in EHB) (Figure 4a).

**Figure 4:**
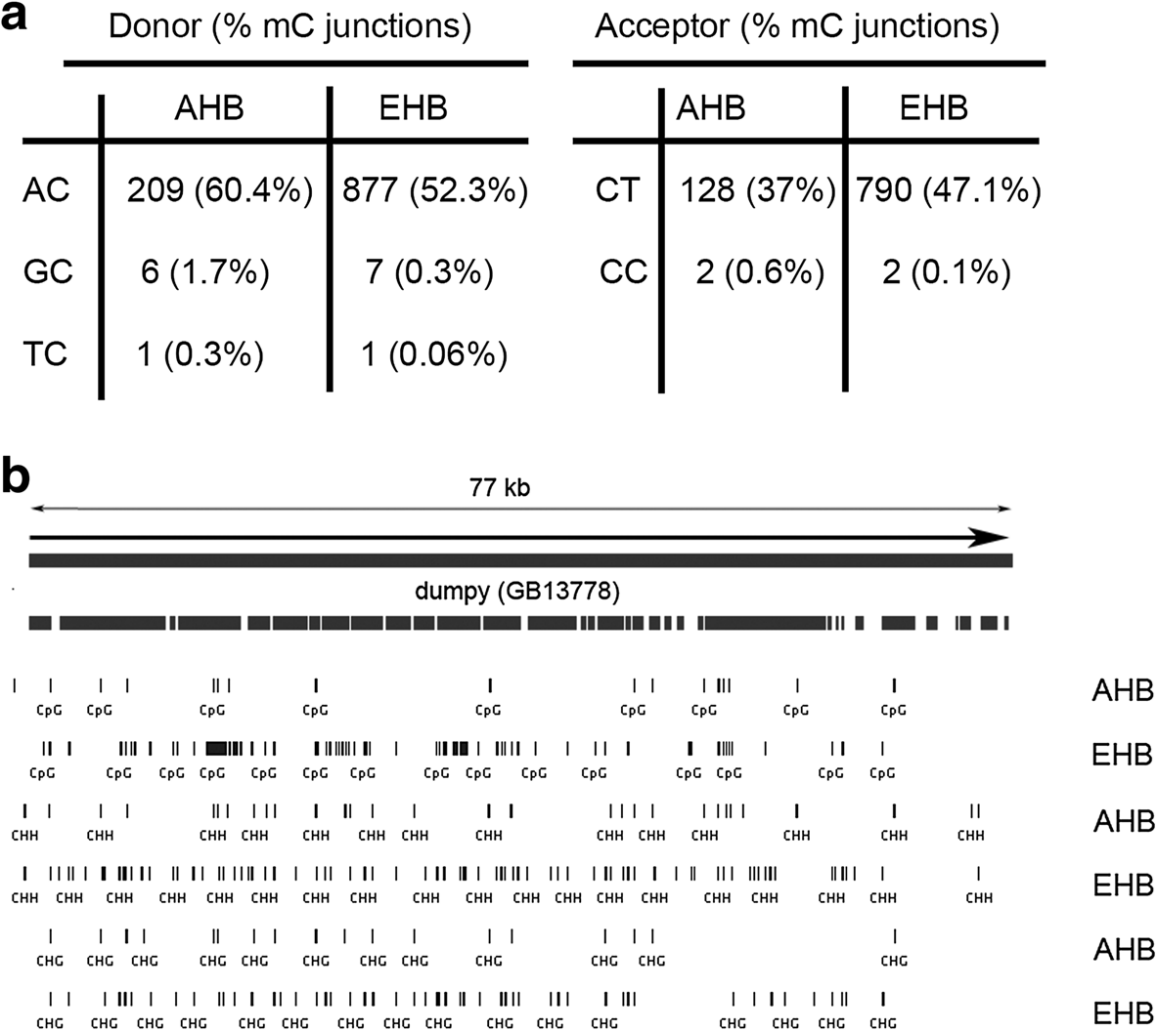
**Non-CpG methylation is enriched in splice junctions. a**, In AHB, over 97% of splice donors that are methylated on the template strand have the sequence GU (i.e., 209/216 have the template sequence A^m^C) and over 98% of splice acceptors that are methylated on the template strand have the sequence AG (i.e., 128/130 have the template sequence ^m^CT). Similarly in EHB, over 99% of splice donors that are methylated on the template strand have the sequence GU (i.e., 877/885 have the template sequence A^m^C) and over 99% of splice acceptors that are methylated on the template strand have the sequence AG (i.e., 790/792 have the template sequence ^m^CT). **b**, *dumpy* is a gene with the largest amount of splice junction methylation in both EHB (12 sites) and AHB (4 sites).

Based on the above numbers, only ~0.66% of the ~56,000 splice junctions were methylated in AHB (346) and ~3.3% in EHB (1627) (Figure 4a). However, the distribution was clearly not random because pathway analyses show that genes with methylated splice sites were most enriched in the GO pathway “phosphoprotein” in both AHB and EHB (FDR < 10E-9 for both; Additional file 2: Table S5). Intriguingly, the GO pathway “alternative splicing” was also significantly enriched in both AHB and EHB (FDR < 0.05 for both; Additional file 2: Table S5). For example, the honey bee gene that was most heavily methylated at splice junctions is GB13778, the ortholog of *Drosophila dumpy*, whose protein products are involved in cell adhesion in *D. melanogaster*[33]; it has four methylated splice junctions in AHB and twelve methylated splice junctions in EHB at CHH and CHG sites (Figure 4b). Since *dumpy* has complex splicing programs in *Drosophila* (16 distinct mature spliced mRNAs are listed in FlyBase), and there are dozens of *dumpy* exons in honey bees, it is attractive to speculate that non-CG modifications at splice junctions in honey bees regulate alternative splicing at this locus and others as well.

In hESC lines, methylated non-CG sites are strongly conserved especially within the motif 5’-TA^m^CAG-3’ on the non-coding DNA strand at 3’ splice junctions [2]. While both hESCs and bees have non-CG modifications at splice junctions, bees differ from hESCs in several respects. In hESCs, methylation is symmetrical at CAG sites on both the template and non-template strand only at the 3’ splice junction, which is most frequently CAG. However in bees, methylation was primarily asymmetrical at CHH sites at the +1 position on the template strand encoding splice acceptors and the -1 position on the template strand at splice donors, and very few of the CHG sites in bees were symmetrically modified (Table 2). Another difference between hESC and bees is that the 3’ splice sites are predominantly methylated in humans but both 5’ and 3’ splice sites were modified in bees (Figure 4).

### Genes with more CHH modifications in EHB than AHB are enriched in behavioral response genes

Genes with significantly more CHH modifications in EHB than AHB were enriched in GO categories that are involved in neurological functions, such as “response to external stimulus”, “substrate specific channel activity”, “exocytosis”, and “neurotransmitter receptor activity” (Additional file 2: Table S6). These categories were highly significant even after correcting for the higher overall CHH modifications in EHB as well as multiple testing using the false discovery rate method (Additional file 2: Table S6) [20]. It is attractive to speculate that differential CHH modifications in introns might partially explain the striking behavioral differences between AHB and EHB, especially in aggression, but this is beyond the scope of the present study. Genetic studies suggest epigenetic regulation of aggression in vertebrates [34-38], and there are extensive aggression-related differences in brain gene expression between the aggressive AHB and the less-aggressive EHB [39]. Since there also are developmental differences between AHB and EHB, in addition to differences in aggressive behavior, these two types of differences would need to be teased apart in future studies.

### Gene expression positively correlates with both ^m^C and ^hm^C levels in the exons

We found a weak, but significant correlation between exon methylation and exon expression. This result was obtained for methylation detected by either bisulfite sequencing or Pvu-Seq (Additional file 1: Figure S9). This correlation was stronger for CG methylation than non-CG.

### Exons and Splice junctions with ^m^C or ^hm^C appear to affect alternative mRNA splicing

As stated above, several studies have suggested that DNA methylation might be involved in regulating mRNA splicing. To determine how our new ^hm^C finding might influence our understanding of the relationship between DNA methylation and mRNA splicing, we analyzed exons and splice junctions that differ in either ^m^C or ^hm^C between AHB and EHB and compared this with RNA-Seq data that we generated from AHB and EHB brains. 

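RNA-Seq measures transcripts by sequencing fragments of cDNA made from mRNA. The sample labels describe 4 libraries per group, each made from the pooled RNA of 4 bees and read as 75 nt sequences, at roughly 4000000 to 9000000 reads per library, which comes to between 16000000 and 36000000 reads per group. The tissue is given as brain in the text of the paper, and as head in the legend of Figure S7 and in the sample labels. The authors deposited 1 table per group, with 1 FPKM value per locus (the number of fragments relative to the length of the transcript and to the mapped fragments) and a confidence interval. The tables have the form that the program Cufflinks writes, and the values of the 4 libraries are not given separately, so that no difference between AHB and EHB described here has a replicate check. For loci with 1 transcript the intervals cover counting error only, and whether they cover more for loci with several transcripts was not tested. The tables give values per locus and not per exon or per isoform.
The AHB table lists 20538 loci and the EHB table 20125 loci. Most were named by the assembly itself, and 1277 loci in AHB and 1283 loci in EHB carry the identifier of a reference gene (GB followed by a number). The median locus spans 1315 bp in AHB and 1375 bp in EHB. The number that the FPKM were divided by can be recovered from the intervals of loci with whole numbers of fragments, and was about 61500000 in AHB and 59300000 in EHB. Whether it is a number of sequenced fragments was not tested. With that divisor, 3 fragments on a locus of 1000 bp correspond to 0.0620 FPKM in AHB and 0.0643 FPKM in EHB. An FPKM of at least 1 was found for 15159 loci in AHB and 14832 loci in EHB. A value of exactly 0 is listed for 1550 loci in AHB and 1553 loci in EHB, with a status of OK for 1542 and 1546 of them. The status does not mark these as failed. Reference genes make up 508 of the loci at 0 in AHB and 519 in EHB, more than their share of all loci. What a 0 stands for was not tested.
The loci were assembled separately in each group and have different names and ends, so they were matched by position. A pair was kept when each locus was the best match of the other and they overlapped by at least 80% of the longer one, a limit set after the tables had been seen. This gave 9862 pairs, or 48.0% of the AHB loci and 49.0% of the EHB loci. Of these, 8014 had an FPKM of at least 1 in either group. Across these loci, which are not independent replicates, the Spearman correlation of AHB and EHB was 0.898 and the Pearson correlation on the log2(FPKM + 1) scale was 0.887. On that scale, which understates the change of low values, 369 loci were at least 2-fold higher in AHB and 354 were at least 2-fold higher in EHB. Of these, 188 loci higher in AHB are listed at 0 in EHB, and 171 loci higher in EHB are listed at 0 in AHB. Without loci at exactly 0, an alternative chosen after the data had been seen, 181 loci were higher in AHB and 183 in EHB.

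**Figure D1:**
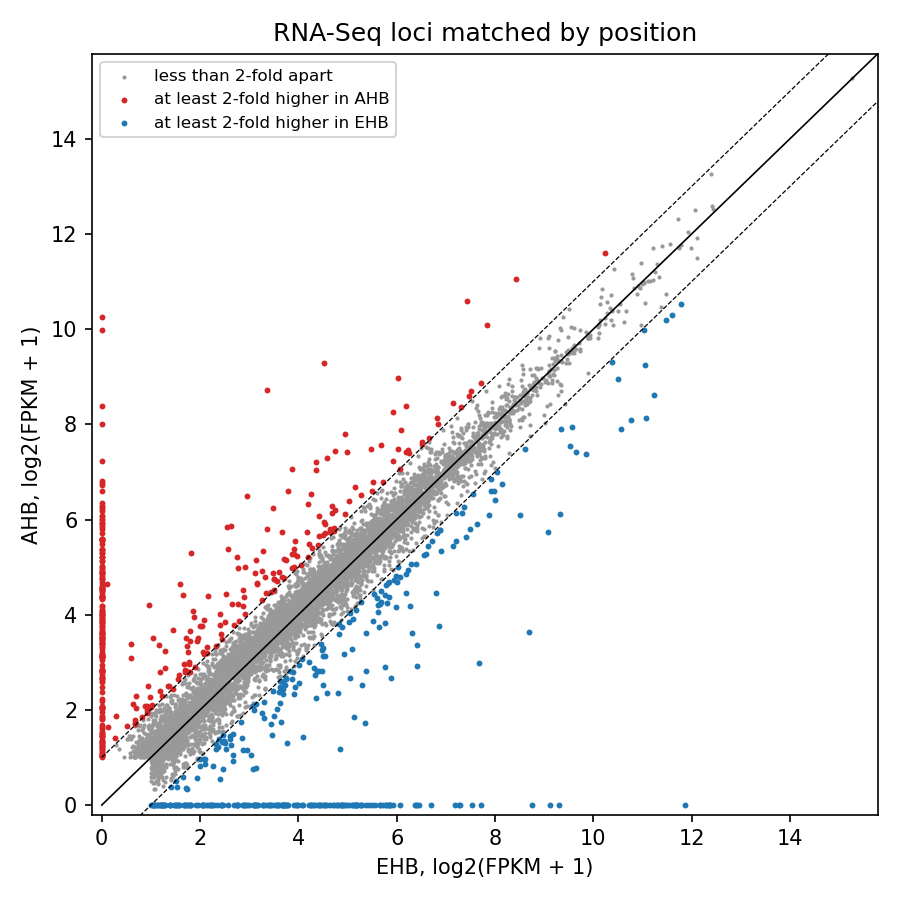
FPKM in AHB (vertical axis) against EHB (horizontal axis), both as log2(FPKM + 1), for the 8014 matched loci, with 1 point per locus. The solid line marks equal values and the dashed lines a 2-fold difference; the 369 loci higher in AHB are red, the 354 loci higher in EHB are blue, and the points along each axis are loci listed at or near 0 in the other group.

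Among loci with an FPKM of at least 1 in both groups, the largest log2 ratio of AHB over EHB was 5.35, for a locus on scaffold Group8.20 that spans positions 5416 to 26432 in AHB and has 421 FPKM in AHB (interval 416 to 426) and 9.34 FPKM in EHB (interval 8.74 to 9.94). The largest ratio in the other direction was -5.04, for a locus on scaffold Group10.2 that spans positions 68974 to 69709 in AHB and has 11.5 FPKM in AHB (interval 10.2 to 12.8) and 411 FPKM in EHB (interval 348 to 473). These pairs overlap by 80.4% and 82.5%, close to the limit for matching, and in both cases another AHB locus overlaps the AHB locus. The fragments recovered from the intervals, which are not pure counts for loci with several transcripts, were 25729 in AHB and 976 in EHB for the first pair. For the second pair they were 304 in AHB and 172 in EHB, a log2 ratio of 0.77 relative to the numbers that the FPKM were divided by, so that its direction is the opposite of that of the FPKM.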

We found several examples of differential ^m^C and ^hm^C associated with alternative mRNA splicing, as described below.

Consistent with previous reports, we found several examples of differential CG methylation associated with alternative mRNA splicing (Figure 5a). Consistent with previously published examples [6], CG methylation in DNA encoding exons often correlated with that exon being skipped. For example, for gene GB15706, we observed that a heavily methylated exon in AHB was skipped, whereas an adjacent heavily methylated exon in EHB was skipped (see Additional file 1: Figure S8). We also report for the first time that non-CG modifications, such as ^hm^C, also showed a correlation with alternative splicing (Figure 5b). For example, the gene GB18247 had ^hm^C on an exon in AHB and that exon was retained in AHB, but that same exon did not have ^hm^C on it in EHB and that exon was skipped. In other words, at least for these examples, ^m^C on exons correlated with exon skipping, whereas ^hm^C on exons correlated with exon retention.

**Figure 5:**
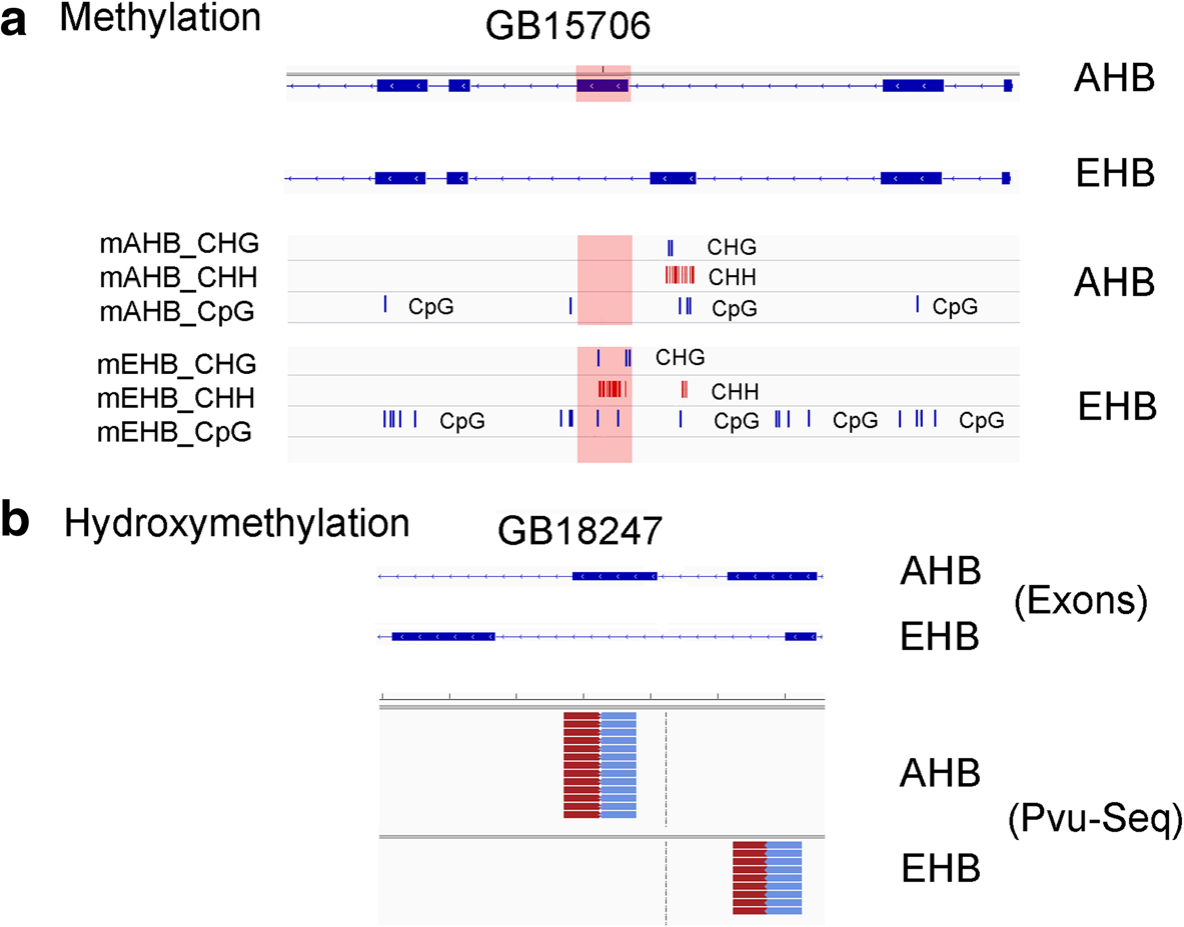
**Non-CG cytosine modifications might affect alternative mRNA splicing. a**, top blue lines indicated alternatively spliced exons in AHB and EHB. Underneath the exon sequences are the BS-Seq results showing the locations of CpG, CHG, and CHH ^m^C sites. Note that ^m^C in an exon correlates with the skipping of the exon by alternative splicing. For example, the gene GB15706, which encodes a homolog to Chromatin assembly factor 1 subunit A (CAF1A), has heavy CpG, CHH, and CHG methylation in a downstream exon that is skipped in AHB and present in EHB. Conversely, this gene has heavy cytosine methylation in the upstream exon in EHB that is skipped in EHB but present in AHB. Details of the RNA-seq analyses is in Additional file 1: Figure S7. **b**, Top blue lines indicated alternatively spliced exons in AHB and EHB, The red-and-blue stacked lines underneath the exons show Pvu-Seq analyses of AHB and EHB heads. Note that ^hm^C also correlates with alternative mRNA splicing, but in manners that differ from ^m^C (see text). Details of the RNA-seq analyses are given in Additional file 1: Figure S7.

## Conclusions

Our findings underscore the diversity of DNA methylation mechanisms that exist. Non-CG modifications were only recently discovered in hESC and now we report them in the distantly related honey bee. We speculate that cytosine methylation at exons and splice junctions on the DNA might affect the mRNA splicing machinery. It is important to learn how these mechanisms work in relation to known regulators of splicing, such as histone acetylation [40], histone 3 lysine 4 methylation [41], histone 3 lysine 36 methylation [42], and histone 3 lysine 9 methylation [43,44].

Understanding how non-CG hydroxymethylation might affect alternative splicing is an exciting new area of research. Our data are consistent with a model in which DNA is methylated at CG sites by the maintenance DNA methyltransferase, Dnmt1, at exons, and at non-CG sites by the de novo DNA methyltransferase, Dnmt3, at introns. In contrast to Dnmt1, mammalian Dnmt3 is known to methylate both CG and non-CG sites in mammalian stem cells [31]. We speculate that the honey bee TET enzyme primarily recognizes the non-CG sites in the introns, thereby enriching DNA hydroxymethylation in the introns. We further speculate that the mRNA splicing machinery, as well as the histone modification machinery, distinguishes exons and introns by somehow recognizing the patterns of CG methylation in exons and non-CG hydroxymethylation in introns.

Our identification of GO categories related to protein phosphorylation that were enriched for genes with methylated splice junctions is consistent with a similar finding in a recent study of species-specific alternative exons [45]. The authors present evidence that argues that alternative splicing is used to alter protein phosphorylation, which can alter protein stability, subcellular localization, activity, and other properties [45]. Further research is needed to determine the mechanism by which splice junction methylation and hydroxymethylation affect mRNA splicing.

## Methods

### Sequencing

All sequencing was performed using Illumina Genome Analyzer GAIIx with a Paired End Cluster Generation Kit. Image analysis, base calling and sequence extraction was performed using standard Illumina Pipeline v1.6 software. We performed whole-genome shotgun sequencing of bisulfite modified DNA (BS-Seq). DNA sequencing (>20× coverage) also was performed to ensure that the C to U conversions were BS induced, rather than natural single nucleotide polymorphisms (SNPs; not presented here). BS-Seq was performed on Africanized honey bees (AHB) (*Apis mellifera scutellata*) and European honey bees (EHB) (a mixture of subspecies, primarily *A.m. ligustica*). The number of lanes sequenced was 11 (pair-end reads) for AHB and 8 for EHB, resulting in 240 million reads for AHB and 317 million reads for EHB. Reads were 76 base-pair long yielding a total of 18.2 giga bases and 24.1 giga bases for AHB and EHB respectively. We note that we used the Illumina Whole Genome Bisulfite Sequencing (WGBS) kit which first ligates non-methylated primers to the genomic DNA prior to bisulfite conversion. After bisulfite conversion, a second set of primers are used that only amplify the fully converted primers (e.g., [46]). We confirmed that only fully-converted primers were amplified in the BS-seq libraries (not shown).

### Bioinformatics analysis

The bioinformatics analysis was conducted by two different groups (D.M.R. and S.Z.), using different approaches and without sharing any processed data or results.

### Method 1 (BS-Miner)

The reference genome was Amel2, which is ~228 million bases long. At the time we performed our first bisulfite sequencing data analysis, there were only a few BS-Seq mappers available and some of them had a tendency to filter out non-CG methylation. For that reason, we decided to create our own unbiased analysis pipeline, which we called BS-Miner. It should be noted that nowadays many more options exist and those early mappers have been greatly improved, so there is no longer need to develop *ad hoc* methods. Read mapping and downstream analysis was done using BS-Miner. One of our main biological questions was whether non-CG methylation was present or not so we designed our pipeline using statistical methods well known in standard base calling algorithms. As a result, we obtain better sensitivity but only on 100%, 50% or 0% methylation levels (that is: methylated, hemi-methylated or no methylation). This sensitivity comes at a cost. As expected, the method does not detect methylation as a continuous range (from 0% to 100%) like other algorithms do. This design trade-off was aligned with our research hypothesis.

BS-Miner uses either BWA [47,48] or Bowtie [49] for read alignment. Both alignment programs are based on the Burrows-Wheeler [50] transformation and create SAM output format [51]. There are other tools and methods based on similar approaches [21,22,52]. In this case BWA was selected as the main mapping method in order to have better alignment near insertions and deletions. BS-Miner performs methylation calls by invoking Samtools [51], which uses a probabilistic model [53]. It must be noted that the BAQ model is explicitly disabled by BS-Miner, since some of its assumptions do not apply to methylation calls.

The BcfTools package was invoked to produce methylation calls in VCF format. BS-Miner was set to filter out low quality (Q < 20) methylation calls. After all mapping and filtering steps, the mean coverage was 20.8 and 27.4 for AHB and EHB respectively, which is > 2-fold more coverage than the previously most comprehensive bee study [5]. As a final step, BS-Miner performs several statistical analyses of the methylation results, including ranking of hypo-methylated and hyper-methylated genes by means of the Wilcoxon rank test and Fisher’s exact test. Multiple testing was corrected using False Discovery Rate methodology [20]. Some additional statistics were carried out using custom programs in R programming language [54] Further statistics from BS-Miner as well as additional analysis are available at http://www.mcb.mcgill.ca/~pcingola/bees/.

We also performed reanalysis of our data using Bowtie and a pipeline similar to the one shown in Krueger et al. [55]. Read trimming was performed using Trimmomatic [56]. Quality control was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and in-house software. Performing reanalysis using different pipelines (BS-Miner and Bismark [21]) and different filtering strategies, we obtained consistent results. Removing duplicates using Bismark’s remove duplicates module [21], did not seem to change our results significantly.

### Method 2 (BSMap)

Using standard software, BSMap [23], we obtained results consistent with previous studies: methylation was primarily at CG dinucleotides in exons and very little non-CG methylation was present (Additional file 1: Figure S1a). There were 61,149,121 uniquely mapped cytosines (Cs) in EHB and 53,443,185 in AHB. More than 88% of EHB Cs and 83% of AHB Cs were covered by at least two sequencing reads (Additional file 1: Figure S2). However, when we included the reads that have DNA methylation in a non-CpG context, we found considerable amounts of CHH and CHG methylation (Additional file 1: Figure S1b). Bisulfite reads were mapped with BSMap to distinguish the methylated cytosine from unmethylated cytosines. The reads of bisulfite converted DNA were mapped to *Apis mellifera* genome assembly 4 after converting the Cs to Ts. Two mismatches were allowed for the alignment to be made. To reduce the potential erroneous cytosine methylation reads, the read for a cytosine was discarded if there was a mismatch event within the 2-bp surrounding context. There was also another “CHH-filter” which filtered out the entire read if the read contains three consecutive methylated CHH. The analyses are presented in two ways: with CHH-filter and without. For every gene, its 3k upstream region, 3k downstream region, and every exon or intron was divided into 30 bins and the ratio of the number of methylated cytosines over the number of all cytosines was plotted against the bin number. Bins were graphed from upstream (relative to the gene) to downstream.

### Comparison of methylation in AHB and EHB

The cytosine methylation in 3k upstream of all genes was averaged to calculate "upstream" methylation levels for every gene in both AHB and EHB; the cytosine methylation levels in gene body (or exons) were averaged to calculate the methylation level of gene body (or exons). To reduce bias from low mapping coverage, genes with less than 100 cytosines covered by BS-Seq reads, in gene body and 3k upstream, were excluded.

### Validating BS-Seq with MeDIP-Seq and HMeDIP-Seq analyses

Methylated DNA immunoprecipitation followed by sequencing (MeDIP-Seq or HMeDip-Seq) was performed for a total of 41.3 million 76 bp reads. Reads were aligned using BWA and SamTools. Peak-calling was performed using MACS 1.4 [57] beta version. Genomic DNA from 3 AHB and 3 EHB heads was sheared to 300-600 bp fragments, gel purified, immunoprecipitated with antibody, ligated to the library primers, amplified, and then sequenced. The mC antibodies were mouse monoclonal (Active Motif, Inc.) and the hmC antibodies were rabbit polyclonal (Active Motif, Inc.). Immunoprecipitation was with protein G beads (Active Motif, Inc.) following the manufacturer’s protocol. Additional file 1: Figure S4a shows the peak model based on the “forward reads” [those that align with the “Watson” (plus) strand] and the “reverse reads” [those that align with the “Crick” (minus) strand].

### Differential methylation analyses

Counts of methylation sites per gene, transcript, intron, splice sites and other regions of interest were calculated. Gene orthologs were calculated by InParanoid [58,59]. Enrichment was calculated using a greedy Wilcoxon rank sum method, RssGsc (http://www.rssgsc.sourceforge.net), which also performs multiple testing correction using false discovery rate. Fisher’s exact test was also applied as a secondary method, by setting a suitable threshold in the ranked list.

### Differencial SNP analysis

Counts of SNPs sites per gene, transcript, intron, splice sites and other regions of interest were calculated. Quantile normalization was applied and ranked genes analyzed for enrichment using the same methods as described in the previous section.

### Observed over expected (o/e) analysis

The observed over expected ratio is defined as the number of CG dinucleotides in the reference sequence, divided by the number expected under a uniform random distribution. For genes having multiple transcripts (which are a minority in amel2 reference genome), a weighted average was calculated according to each transcript’s length. This definition is consistent with [60].

### Accession numbers for data

The next-generation DNA sequencing experiments were done by the Applied Genomics Technology Core at Wayne State University. The next-generation DNA sequencing data (RNA-seq, Pvu-seq, MeDIP-seq, BS-seq, and HMeDIP-seq) was deposited into the GEO database according to the MINSEQE standards (Minimum Information about a high-throughput SeQuencing Experiment). The GEO database accession number is GSE50990. Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/).

### Animal use ethical use issues

Honey bees are not a regulated invertebrate. Therefore, no ethical use approval is necessary.

### GEO accession number

(GSE50990; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50990).

## Abbreviations

AHB: Africanized Honey Bee; EHB: European Honey Bee; Pvu-seq: PvuRts1I digestion of 5hmC sites followed by next generation DNA sequencing; BS-seq: Bisulfite treatment of DNA followed by next-generation DNA sequencing; ChIP-seq: Chromatin immunoprecipitation followed by next-generation DNA sequencing; MeDIP-seq: Immunoprecipitation of 5mC DNA with anti-5mC antibodies followed by next-generation DNA sequencing; HMeDIP-seq: Immunoprecipitation of 5hmC DNA with anti-5hmC antibodies followed by next-generation DNA sequencing; GO: Gene Ontology; DAVID: Database for Annotation, Visualization, and Integrated Discovery; hESC: Human embryonic stem cells; mC: 5-methylcytosine; hmC: 5-hydroxymethylcytosine; o/e: Observed over expected; VCF: Variable call format; SAM: Statistical analysis of microarrays; SNP: Single nucleotide polymorphism; Amel2: The reference genome for Apis mellifera (honey bee); MACS: Model based analysis for Chip-seq; BCF: Binary call format; CG: Cytosine-guanine dinucleotide; CHH: Cytosine followed by two nucleotides that are not guanine; CHG: Cytosine followed by one nucleotide that is not a guanine and then a guanine.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PC performed most of the bioinformatics analyses, XC and CC performed some of the methylation-related bioinformatic analyses, RK and MEH performed and analyzed the RNA-seq experiments, MC did most of the DNA sequencing, AS did some of the DNA sequencing, ABF helped with the Pvu-seq technique, SL and SZ supervised some of the bioinformatic analyses, YH did the CMS analyses, MDG helped edit the paper, GER helped write the paper and conceived of some of the experiments, DMR wrote most of the paper, conceived of some of the experiments, and supervised most of the genomic studies. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Website of Data for Genome Browsers (Maintained by PC):**http://www.mcb.mcgill.ca/~pcingola/bees/**. Figure S1.** Coverage of BS-Seq data. **Figure S2.** BSMap analysis of BS-Seq data in AHB and EHB. **Figure S3.** Coverage by chromosome in AHB and EHB. **Figure S4.** Honey bees have hydroxymethylcytosine, as determined with dot blots. **Figure S5.** CpG methylation is highest in the exons of housekeeping genes. **Figure S6.** Differential CHH modifications is primarily in the introns of neuronal genes. **Figure S7.** RNA-Seq analysis of AHB and EHB heads compared with BS-Seq analyses. **Figure S8.** RNA-Seq analysis of AHB and EHB heads compared with Pvu-Seq analyses. Click here for file

Additional file 2: Table S1 BS-Miner analyses of data from Lyko et al. [6]. **Table S2.** BS-Map analysis of data from Lyko et al. [6]. **Table S3.** Cytosine DNA methylation in EHB and AHB in CG, CHG, and GHH genomic contexts. **Table S4.** Housekeeping genes have the most CpG DNA methylation. **Table S5.** AHB and EHB genes with methylated splice junctions. **Table S6.** Differential CHH modifications are in enriched in the introns of neuronal genes. Click here for file

# Supplementary material for: Intronic Non-CG DNA hydroxymethylation and alternative mRNA splicing in honey bees
**Source:** BMC Genomics. 2013 Sep 30;14:666. doi: 10.1186/1471-2164-14-666
**Supplement:** Additional file 1 — Website of Data for Genome Browsers (Maintained by PC):http://www.mcb.mcgill.ca/~pcingola/bees/. Figure S1. Coverage of BS-Seq data. Figure S2. BSMap analysis of BS-Seq data in AHB and EHB. Figure S3. Coverage by chromosome in AHB and EHB. Figure S4. Honey bees have hydroxymethylcytosine, as determined with dot blots. Figure S5. CpG methylation is highest in the exons of housekeeping genes. Figure S6. Differential CHH modifications is primarily in the introns of neuronal genes. Figure S7. RNA-Seq analysis of AHB and EHB heads compared with BS-Seq analyses. Figure S8. RNA-Seq analysis of AHB and EHB heads compared with Pvu-Seq analyses.

**Figure S1.** Coverage of BS-Seq data. **A**, coverage of all cytosines in AHB (red) and EHB (blue). The mean, average, and standard deviation of coverage is shown. **B**, quality scores of all cytosines in AHB (red) and EHB (blue). A quality score of at least 20 reads was used in this paper (see Methods).

**Figure S2.** BSMap analysis of BS-Seq data in AHB and EHB. **A**, Cytosine methylation of filtered reads in AHB and EHB using BSMap. **B**, Cytosine methylation of unfiltered reads. Notice that all methylation levels are lower in the filtered reads compared with the unfiltered reads, and that CHH methylation is the most-affected by filtering.

**Figure S3.** Coverage by chromosome in AHB and EHB. **A**, coverage of plus strand (+ str), minus strand (-str), and both strands (DS) in EHB, and B, AHB by chromosome. Notice that the coverage of all sixteen chromosomes in bees is approximately equal.

**Figure S4.** Honey bees have hydroxymethylcytosine. **A**, Top row, example of a serial dilution of a standard oligo that has 5hmC replacing all of its cytosines. The antibody used was against cytosine-methylene sulfonate (CMS), which is the product of 5hmC after treatment with bisulfite. Bottom 4 rows, example of titration of a single head (AHB-Head and EHB-Head) or body (AHB-Body and EHB-Body). Notice that bodies have more hmC than heads. **B**, Quantitative levels of 5hmC DNA in the AHB and EHB heads and bodies. Each sample was analyzed six times and the mean values are shown. *, p value < 0.05, comparing EHB bodies to AHB bodies. NS, not significant.

**Figure S5.** CpG methylation is highest in the exons of housekeeping genes. **A**, scatter plot of cytosine methylation in AHB compared with EHB. The red line in the middle shows unity (AHB = EHB) and the parallel lines on either side of the unity line show 2-fold differences between AHB and EHB. In this plot, r = log2(mahb+ )/log(tahb+) and g = log2(mehb+ )/log(tehb+), where mXhb is the number of methylated bases and tXhb is the number of analyzed bases (i.e. total number of bases that could be methylated) and  = 1 (to prevent errors when there is no methylation). Both numbers (r and g) are then subtracted from their mean values (rmean and gmean) so that the plots are centered at zero. **B**, density plot of A showing AHB (red) and EHB (green) densities. **C**, IGV browser snapshot of Ter94 ATP-binding housekeeping gene shows high levels of CpG methylation in both AHB and EHB.

**Figure S6.** Differential CHH methylation is primarily in the introns of neuronal genes. **A**, scatter plot of CHH methylation in introns in AHB versus EHB. The red lines and r and g are defined in Fig. S6. **B**, density plot of A showing AHB (red) and EHB (green) densities. **C**, Histogram Showing distribution of CHH sites in bee genes. o/e = observed over expected ratio. Notice that the CHH peak is unimodel rather than bimodal, as seen with exonic CG methylation (Fig. 2). **D**, Histogram showing the distribution of CHG sequences in bee genes. Notice that the peak is unimodel with an o/e peak at 0.5, suggesting the CHG methylation in genes is less frequent than expected. **E**, IGV browser snapshot of bifocal axon guidance gene showing high amounts of CHH methylation in the introns in both AHB and EHB.

**Figure S7.** RNA-Seq analysis of AHB and EHB heads compared with BS-Seq analyses. **A**, Top row, histogram of AHB RNA-Seq reads (from 1-20 reads per region). Underneath are individual RNA-Seq reads. **B**, Top row, histogram of EHB RNA-Seq reads (from 1-20 reads per region). Underneath are individual RNA-Seq reads. **C**, Top row, exons of GB15706 are shown. mC_peaks, shows MACS peak 9946 which is a mDIP-Seq peak from AHB heads. Underneath the MACS peak are shown the cytosine methylation at CHG, CHH, and CpG sites that were called by MoreBS. Notice that methylation of the first exon in EHB correlates with it being skipped in EHB and methylation of the second exon in AHB correlates with it being skipped in AHB.

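Figure S7 shows RNA-Seq reads at GB15706 along an axis of positions. The deposited tables of FPKM do not list this gene by its identifier, and the comparison planned for it was therefore not run. The locus at the drawn position was looked up afterwards instead. The right ends of the reads were measured on the picture, where 1 pixel is 2.27 bp, and compared with the ends of the loci on every scaffold. Only loci that start far to the left of the measured ends were considered, so that short loci were left out. Among these, a single pair of loci on the same scaffold ended within 20 bp of both measured ends. The distances were 1.73 bp in AHB and 4.88 bp in EHB. The 20 bp were chosen after the match had been seen. The parts of the picture and the grey levels used to find the read ends were also chosen while looking at the match. The distances are therefore not independent of it. With the measured ends shifted to 400 other positions and short loci again left out, a pair was found at 2 of them within 20 bp. Within 100 bp a pair was found at 63 of them. The picture does not name the scaffold, so that the match rests on these distances and on the limit for the start alone.
The pair lies on scaffold Group6.30, from position 218376 to 235470 in AHB and from 218414 to 235659 in EHB. Its FPKM was 4.51 in AHB (interval 4.05 to 4.97) and 2.57 in EHB (interval 2.26 to 2.88), a log2 ratio of 0.63 on the log2(FPKM + 1) scale (interval 0.46 to 0.80). Of the 500 matched loci closest to it in mean FPKM, 24% were at least as far apart. Other loci lie inside it, 1 in AHB with 1.42 FPKM and 2 in EHB with 0.625 and 5.15 FPKM. With these added, the sum was 5.93 FPKM in AHB and 8.35 in EHB, and the log2 ratio reversed to -0.43. The fragments recovered from the intervals, which are not pure counts for loci with several transcripts, did not reverse. They added up to 465 in AHB and 333 in EHB over the same loci, a log2 ratio of 0.43 relative to the numbers that the FPKM were divided by. The EHB locus with 5.15 FPKM rests on 44.2 of them. A value per locus cannot show which exon was skipped.

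**Figure D2:**
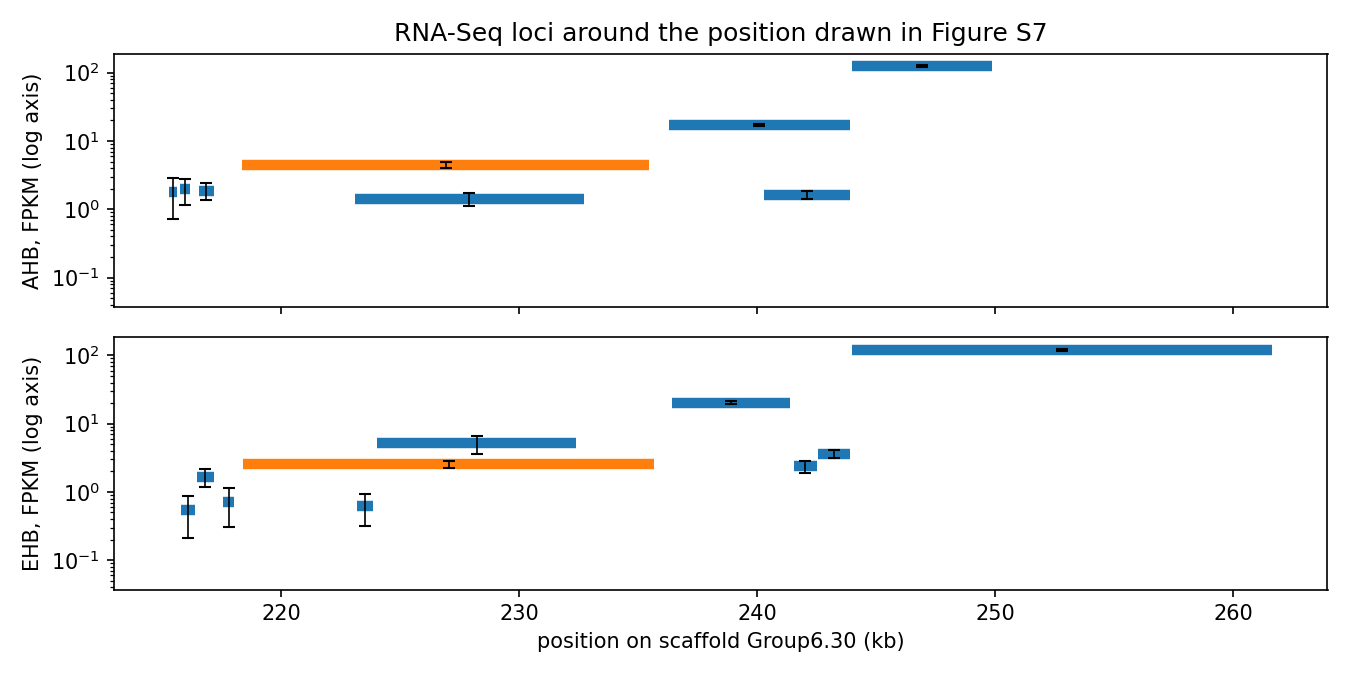
FPKM of each locus (vertical log axis) by its position on scaffold Group6.30 in kb (horizontal axis), in AHB (top) and EHB (bottom). Each bar runs from the start to the end of a locus and each error bar is its confidence interval; the pair matched to Figure S7 is orange, at 4.51 FPKM in AHB and 2.57 in EHB, and the other loci are blue.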

**Figure S8.** RNA-Seq exon expression vs. methylation calls form BS-Seq (left column) and number of Pvu-Seq fragments (right column). Correlation is 0.12 and p-value is less than 10-20

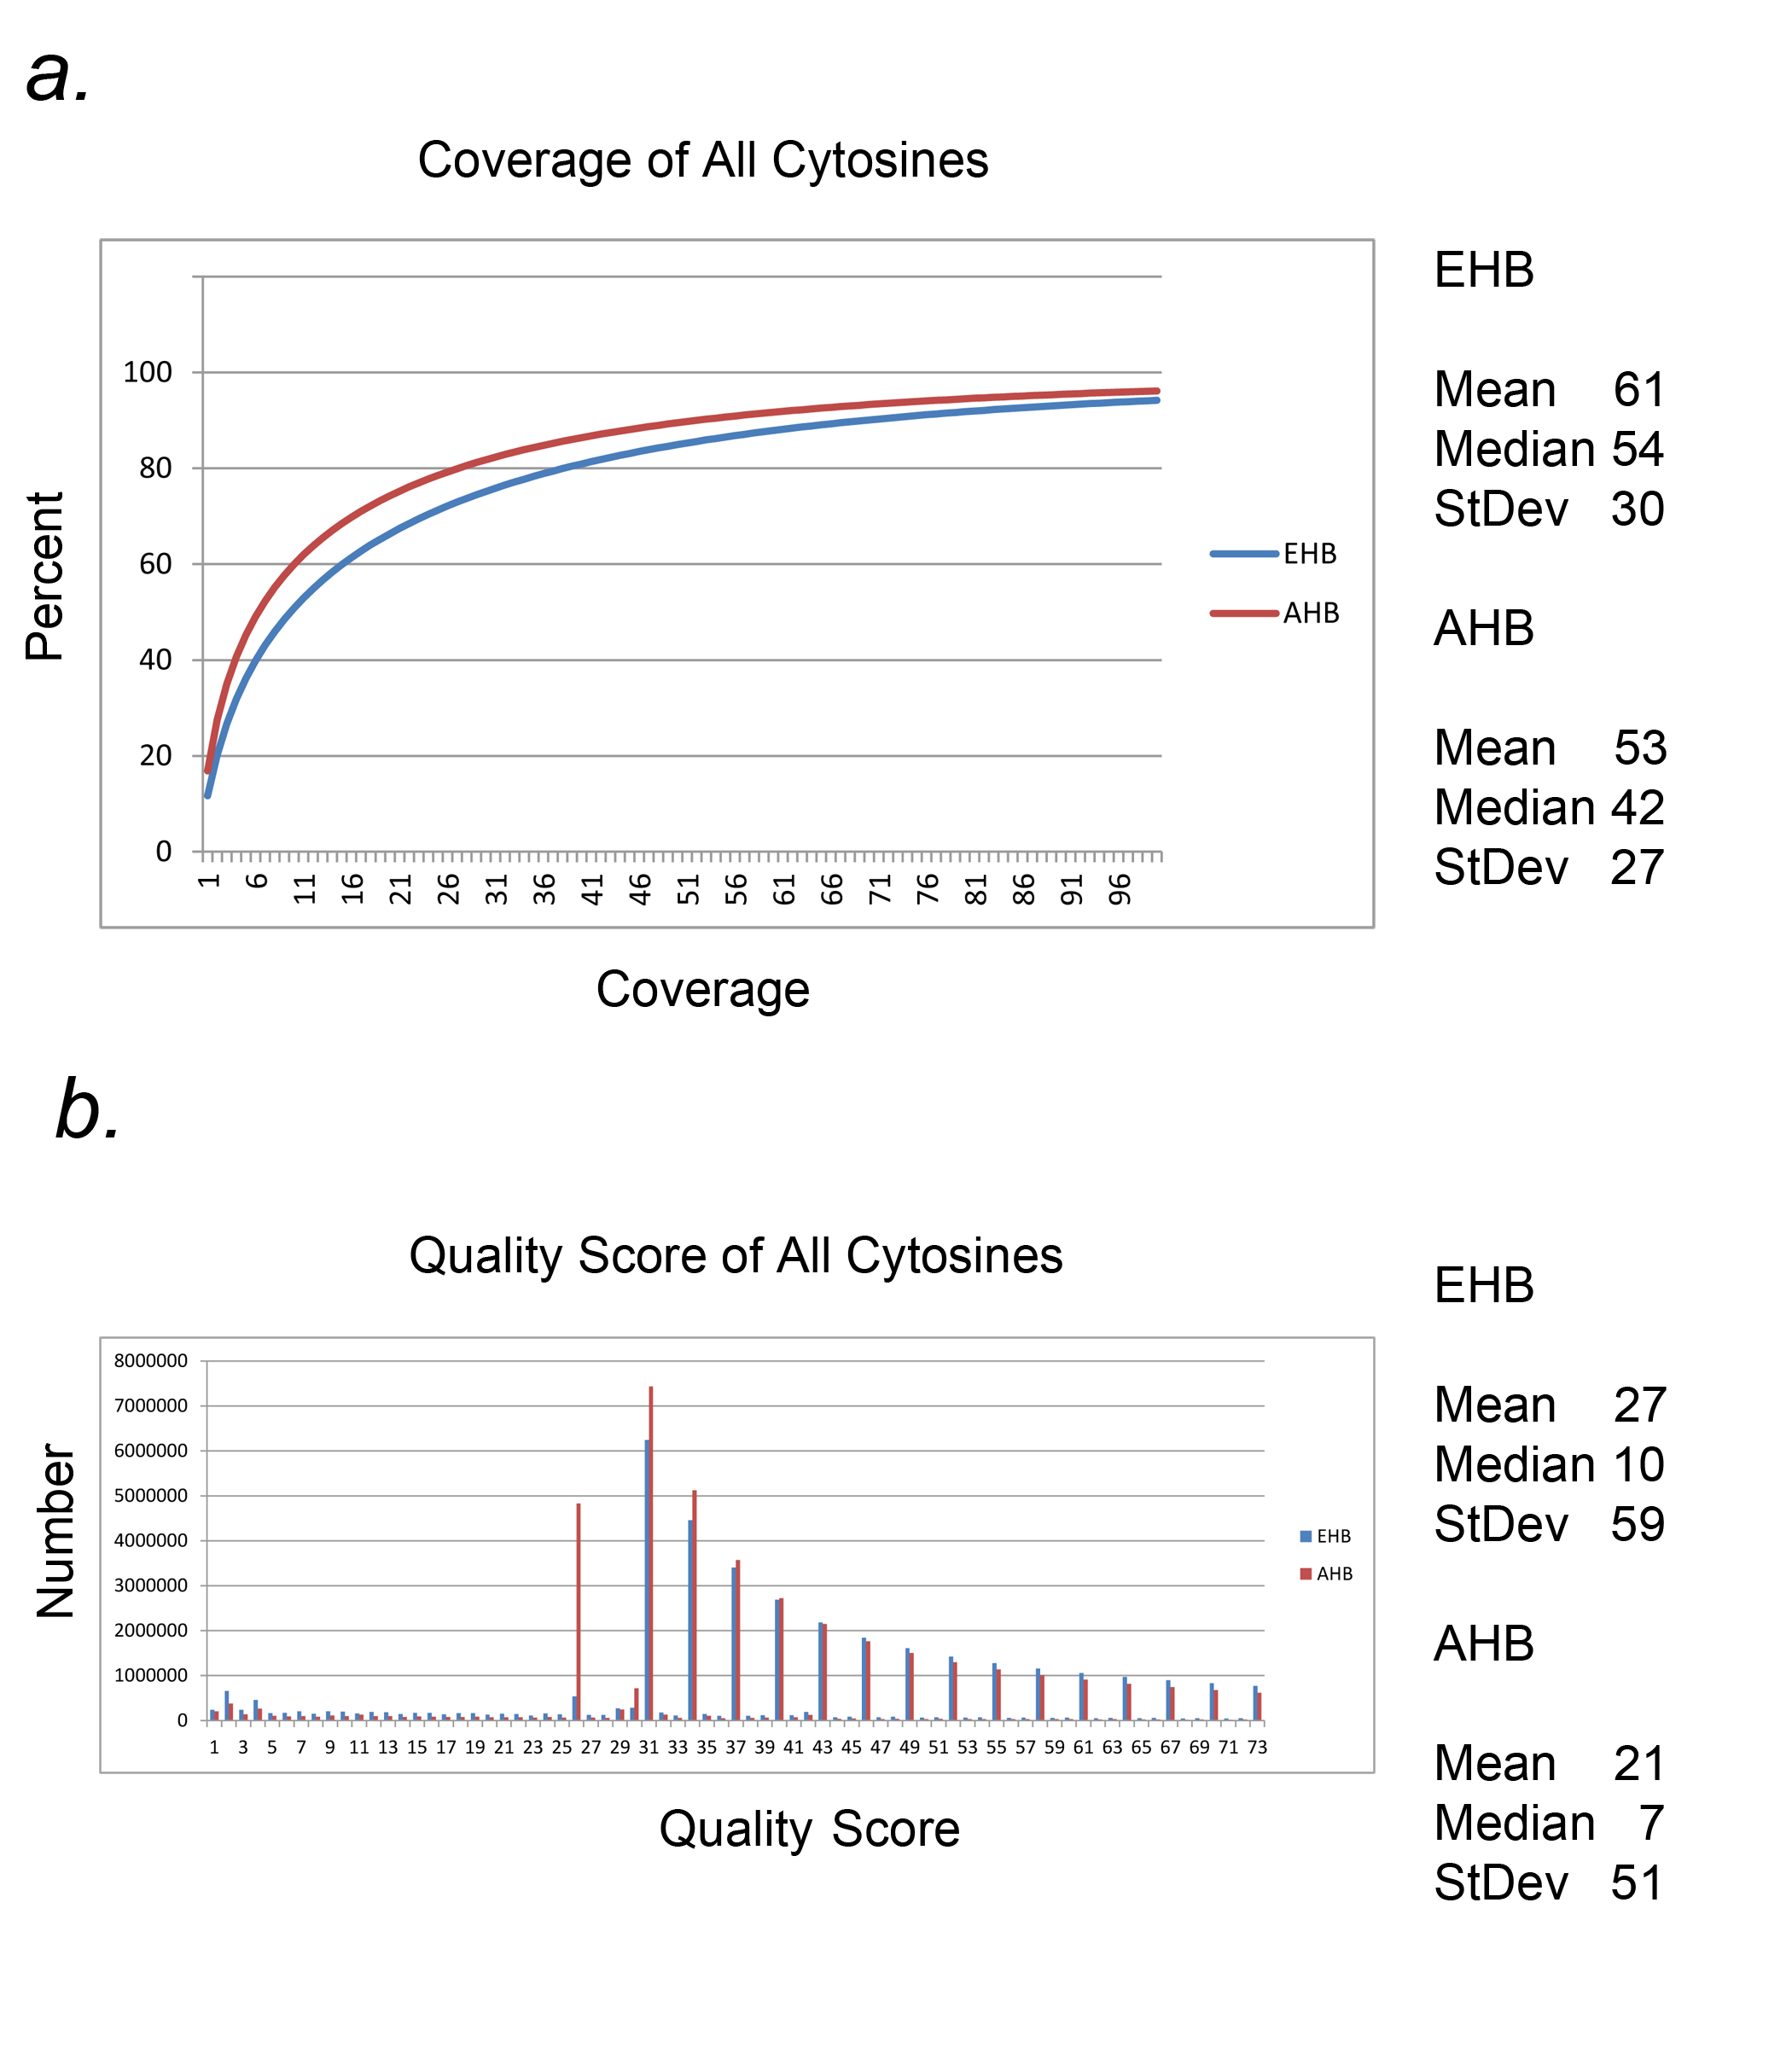

**Figure S1.** Coverage of BS-Seq data.

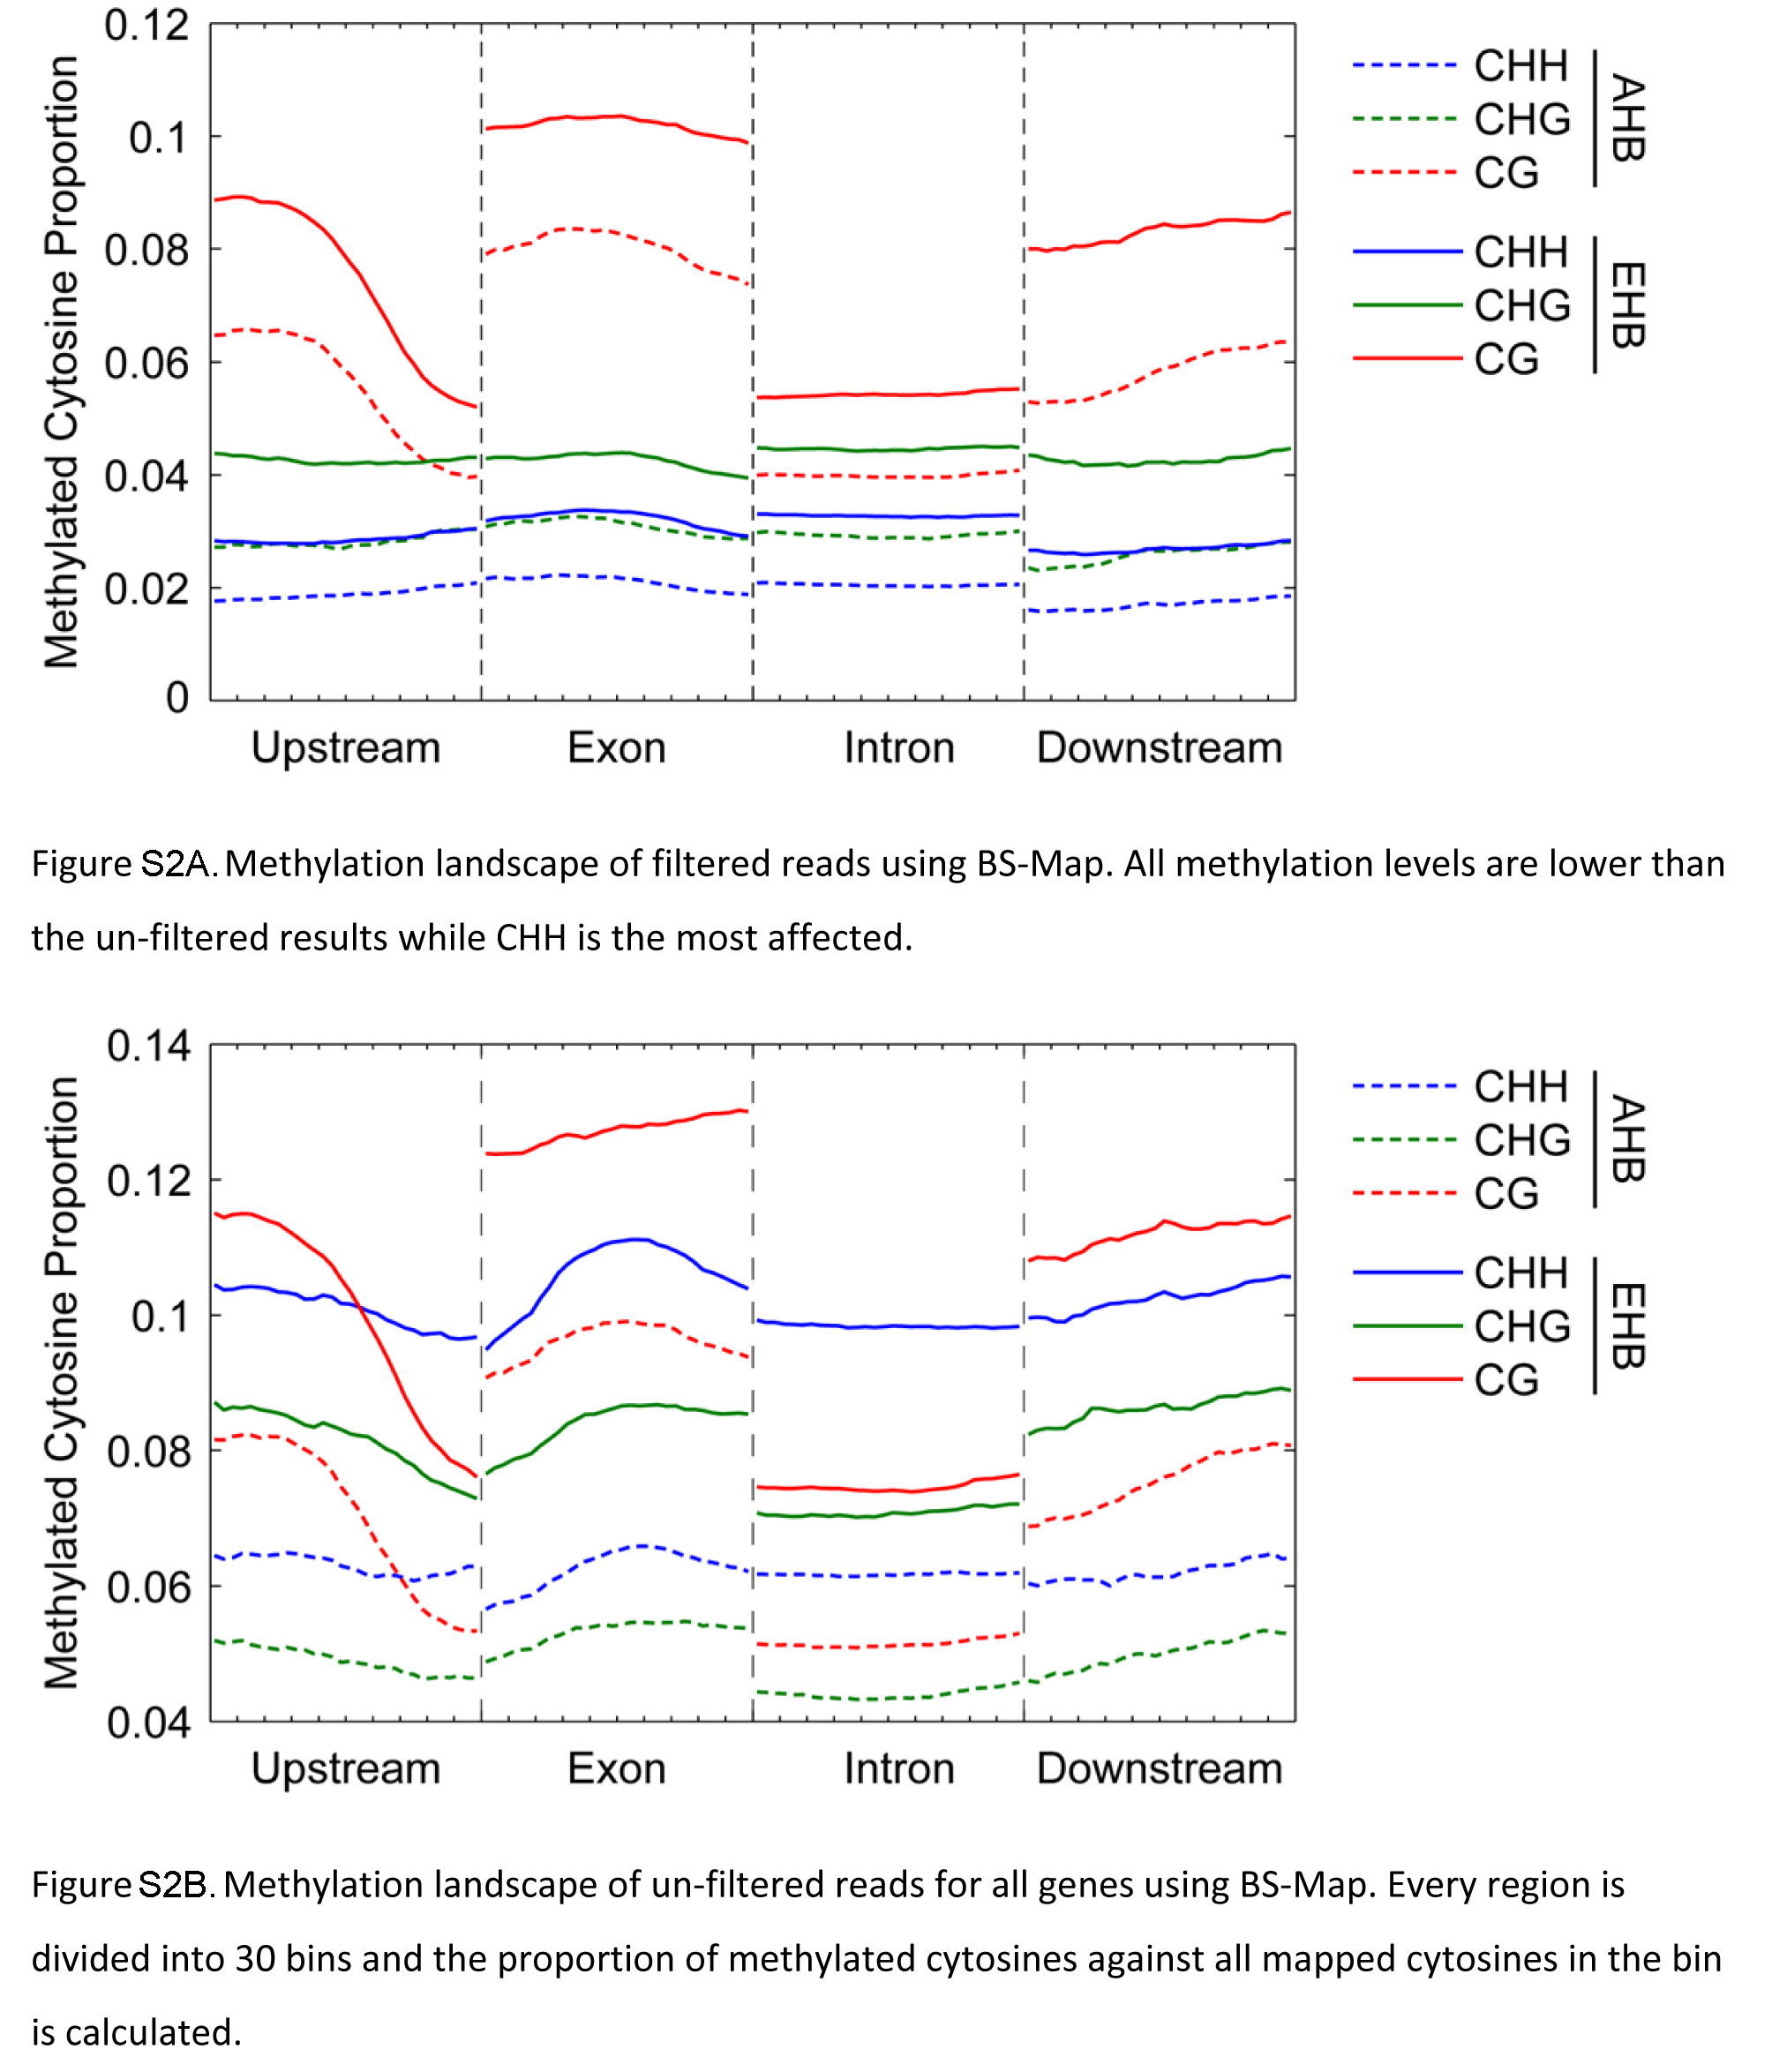

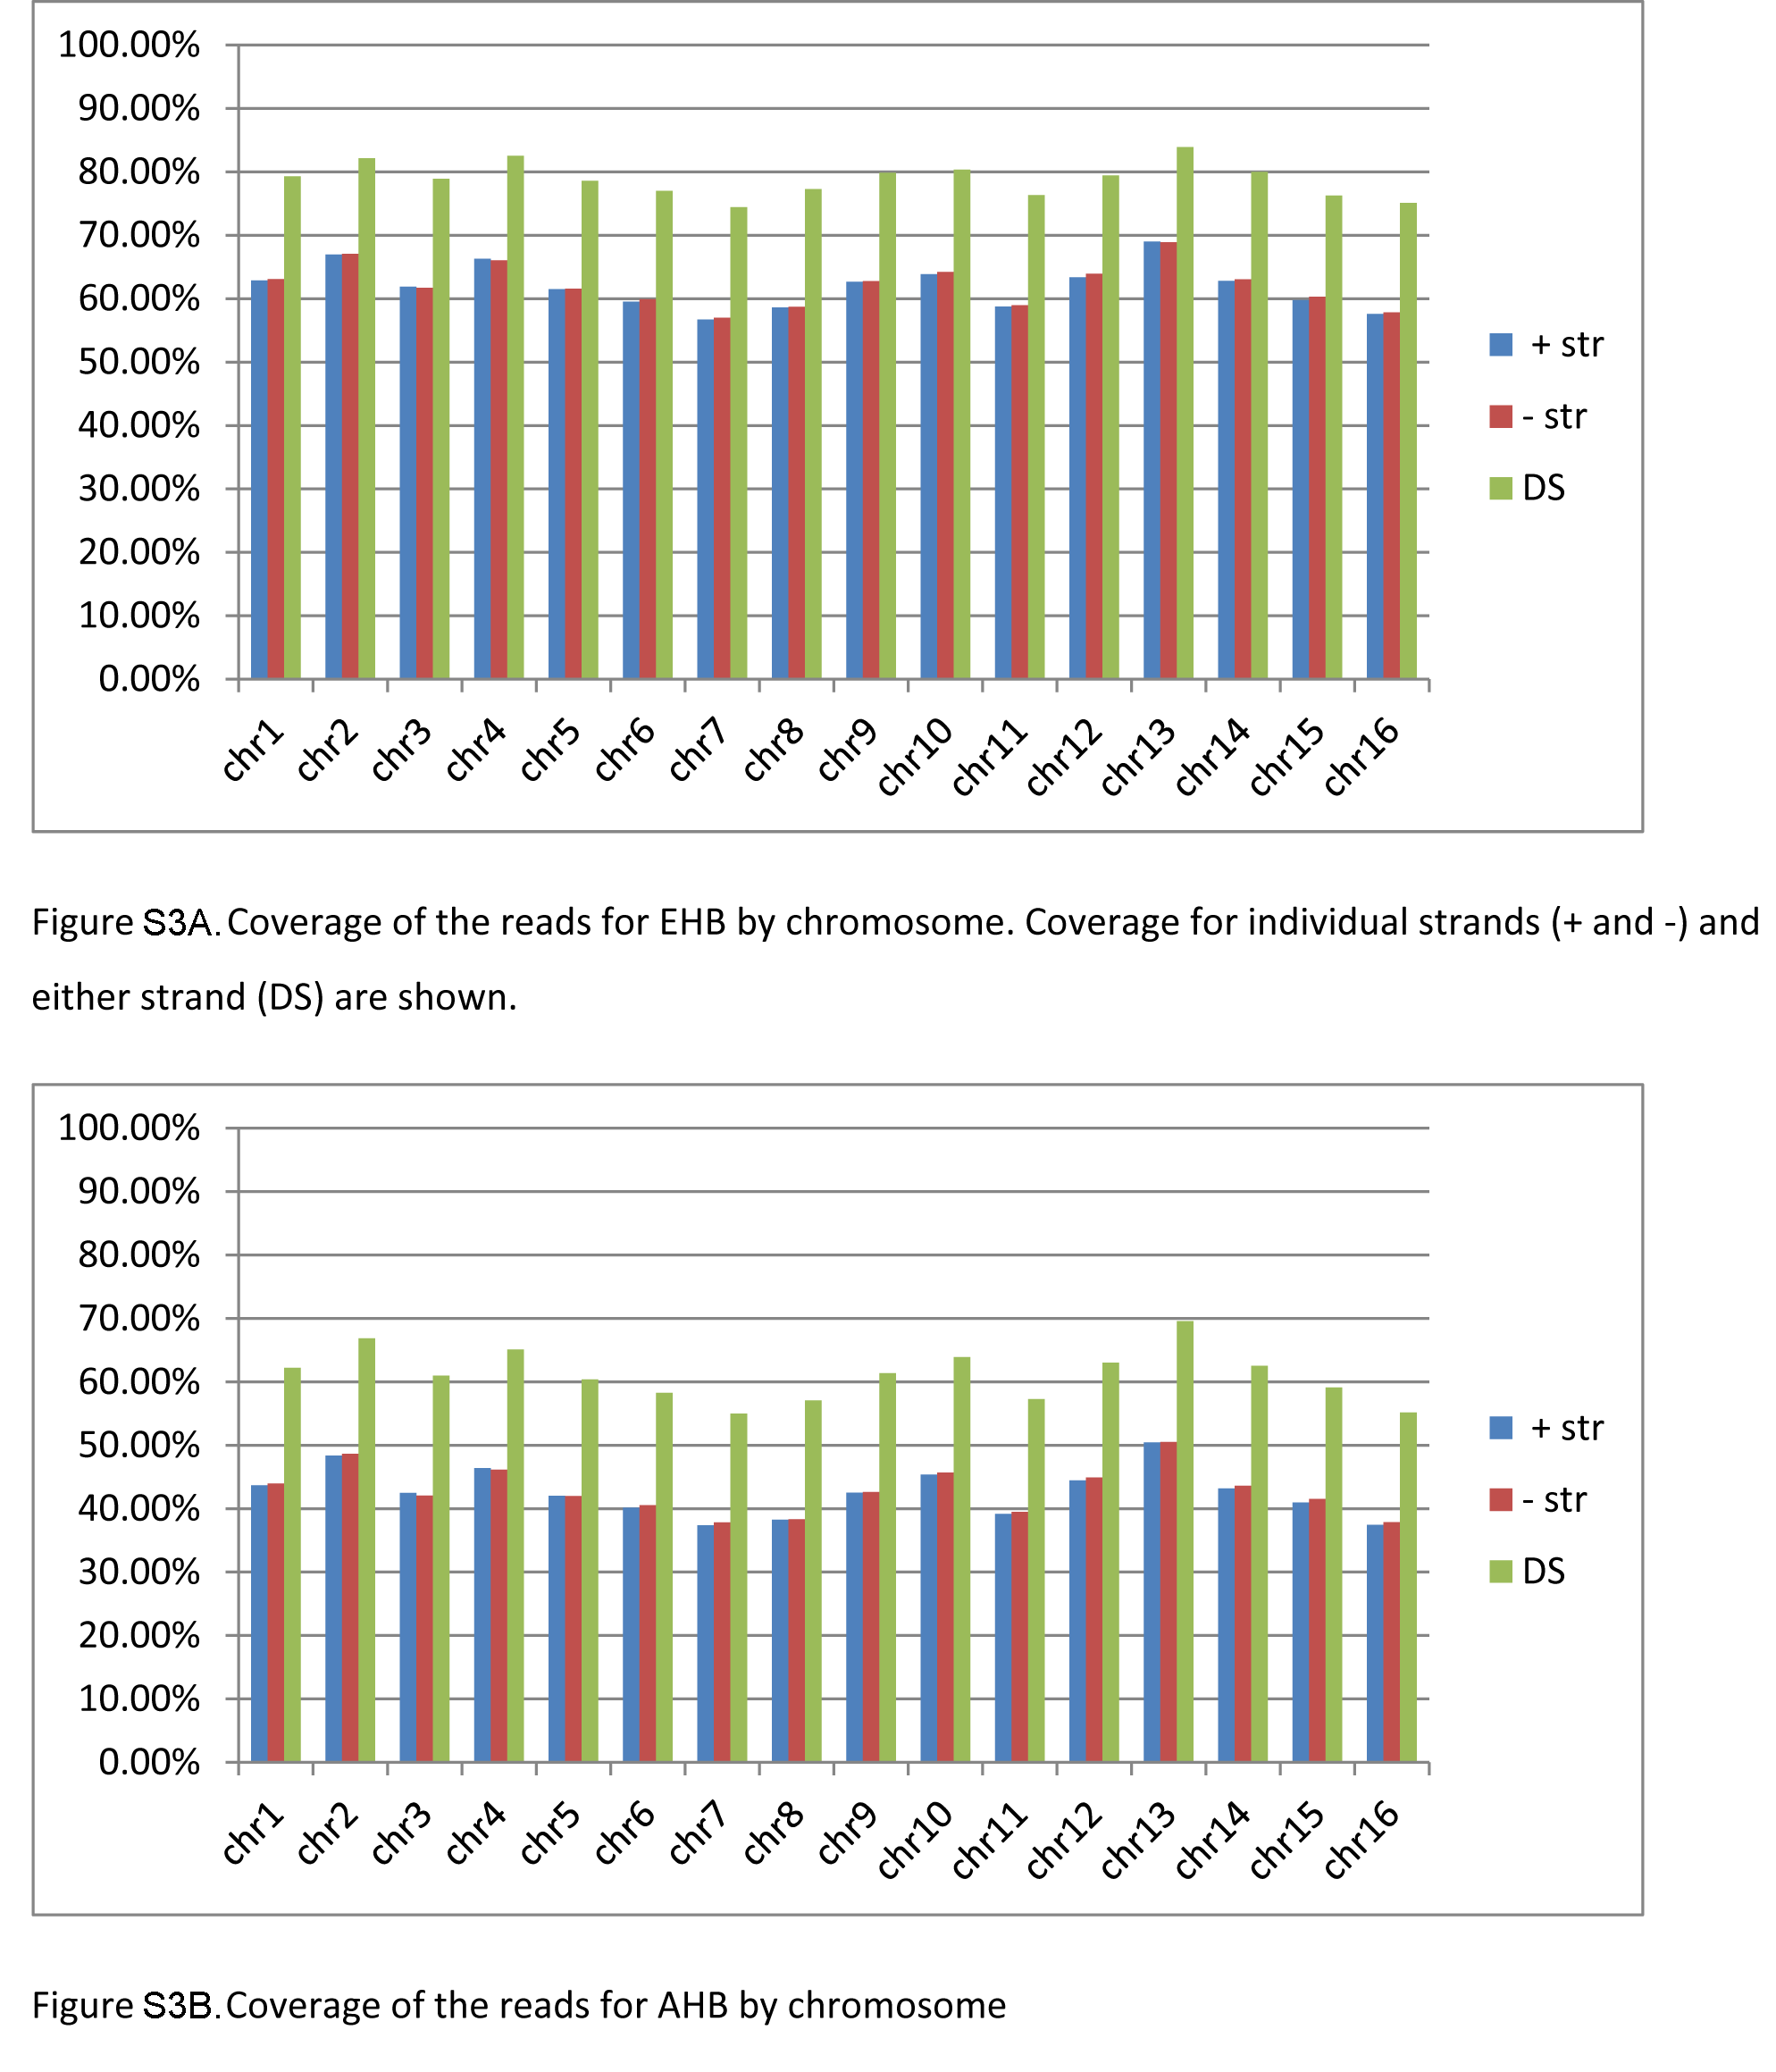

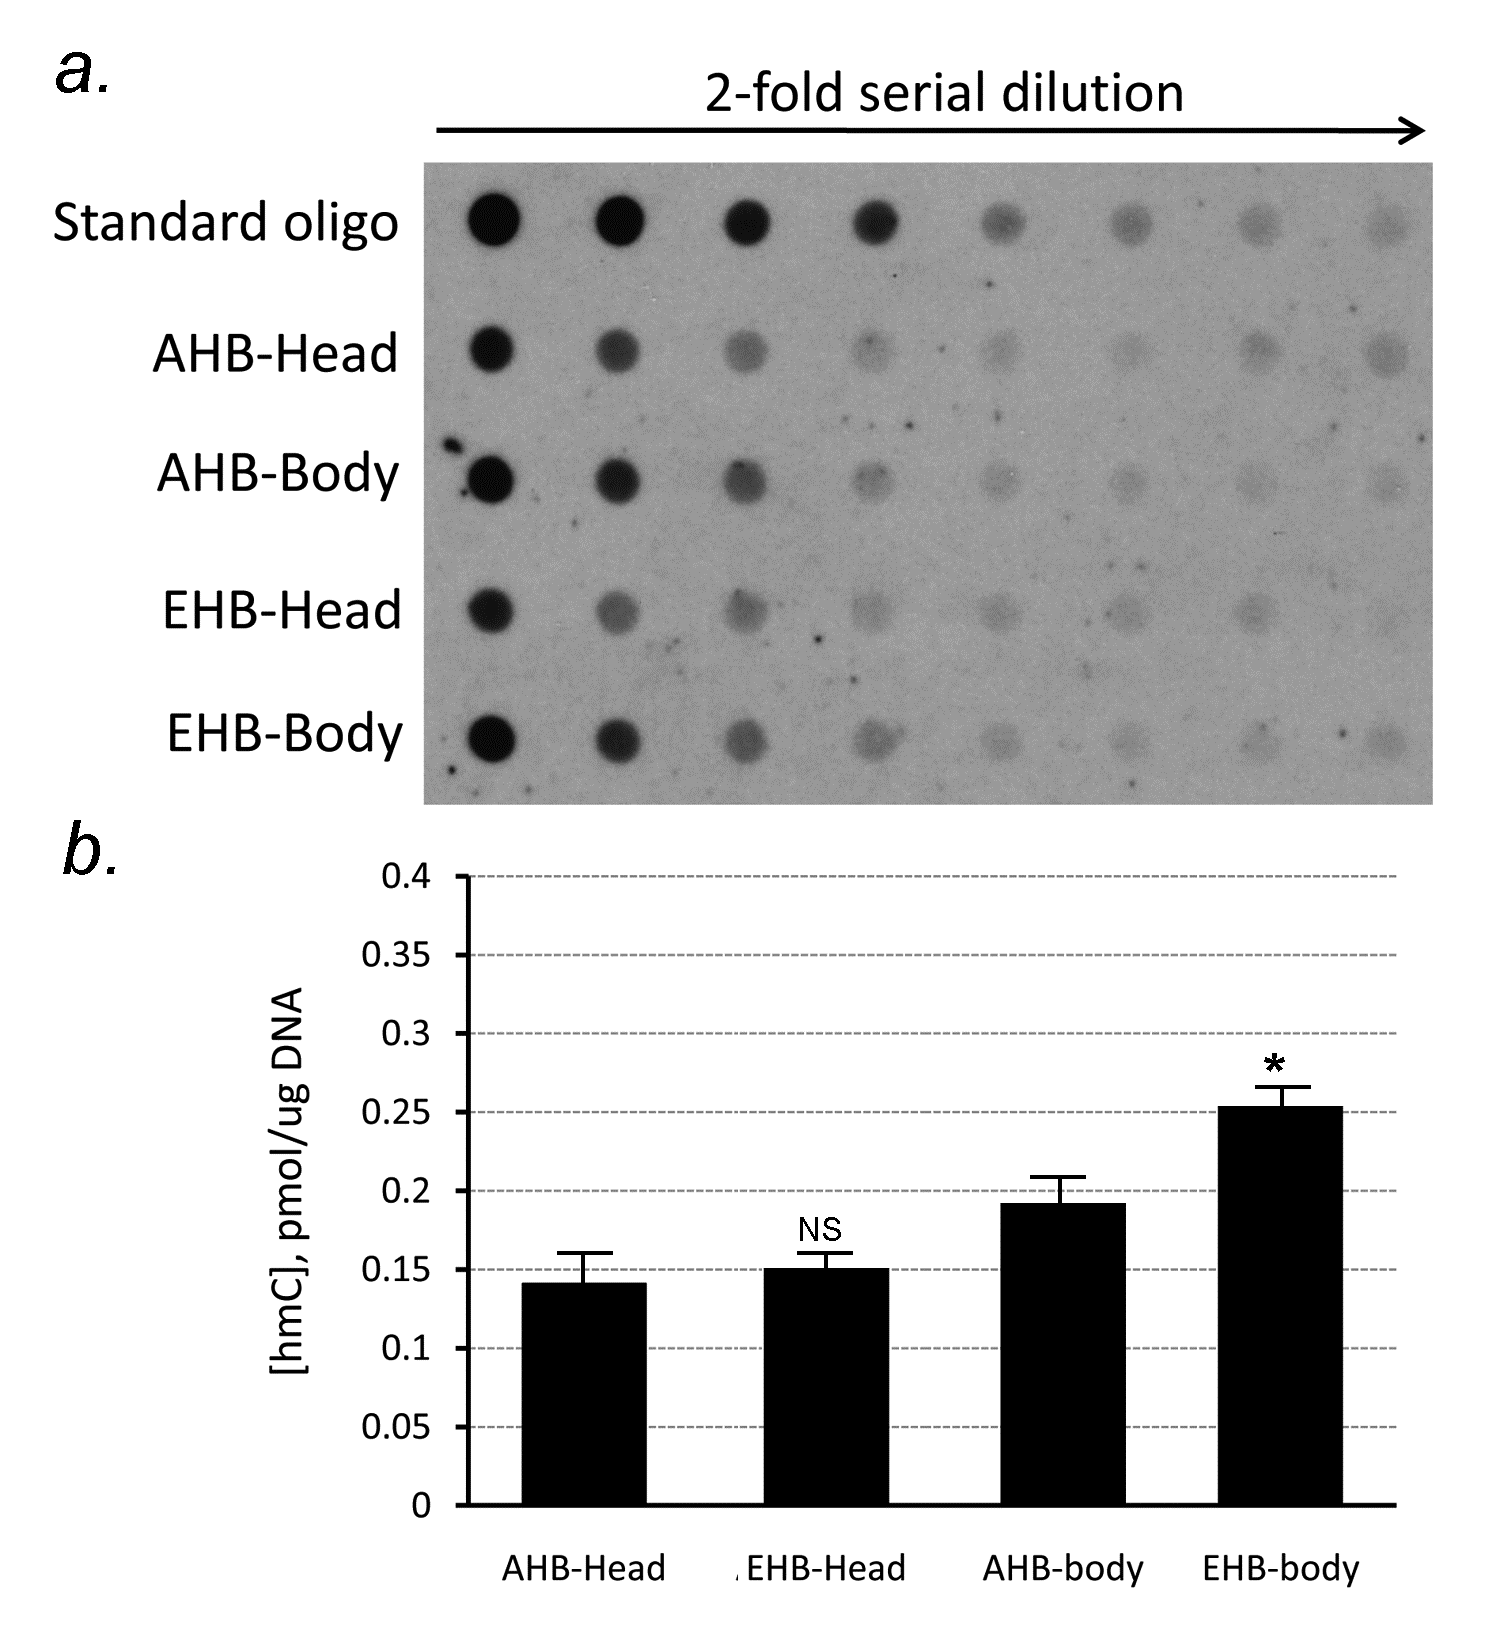

**Figure S4.** Honey bees have hydroxymethylcytosine.

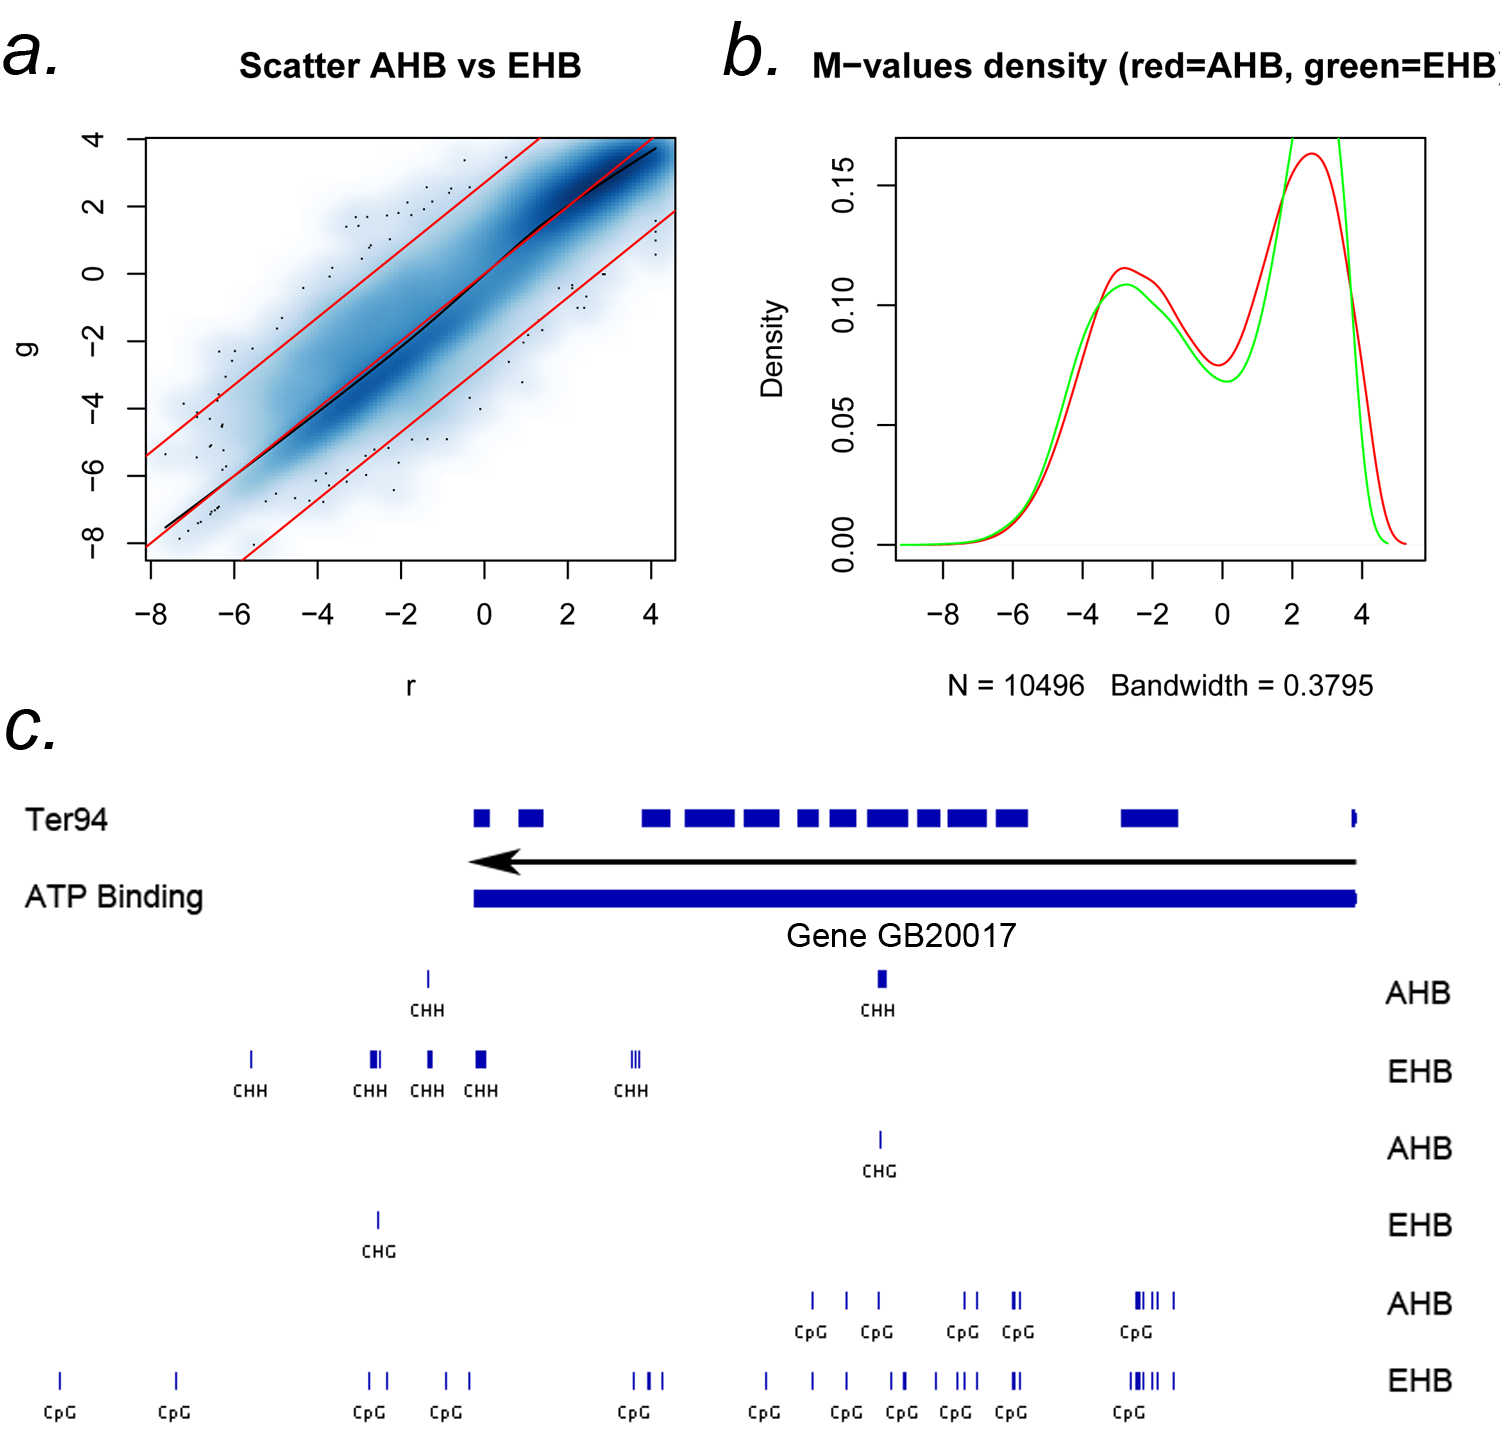

**Figure S5.** CpG methylation is highest in the exons of housekeeping genes.

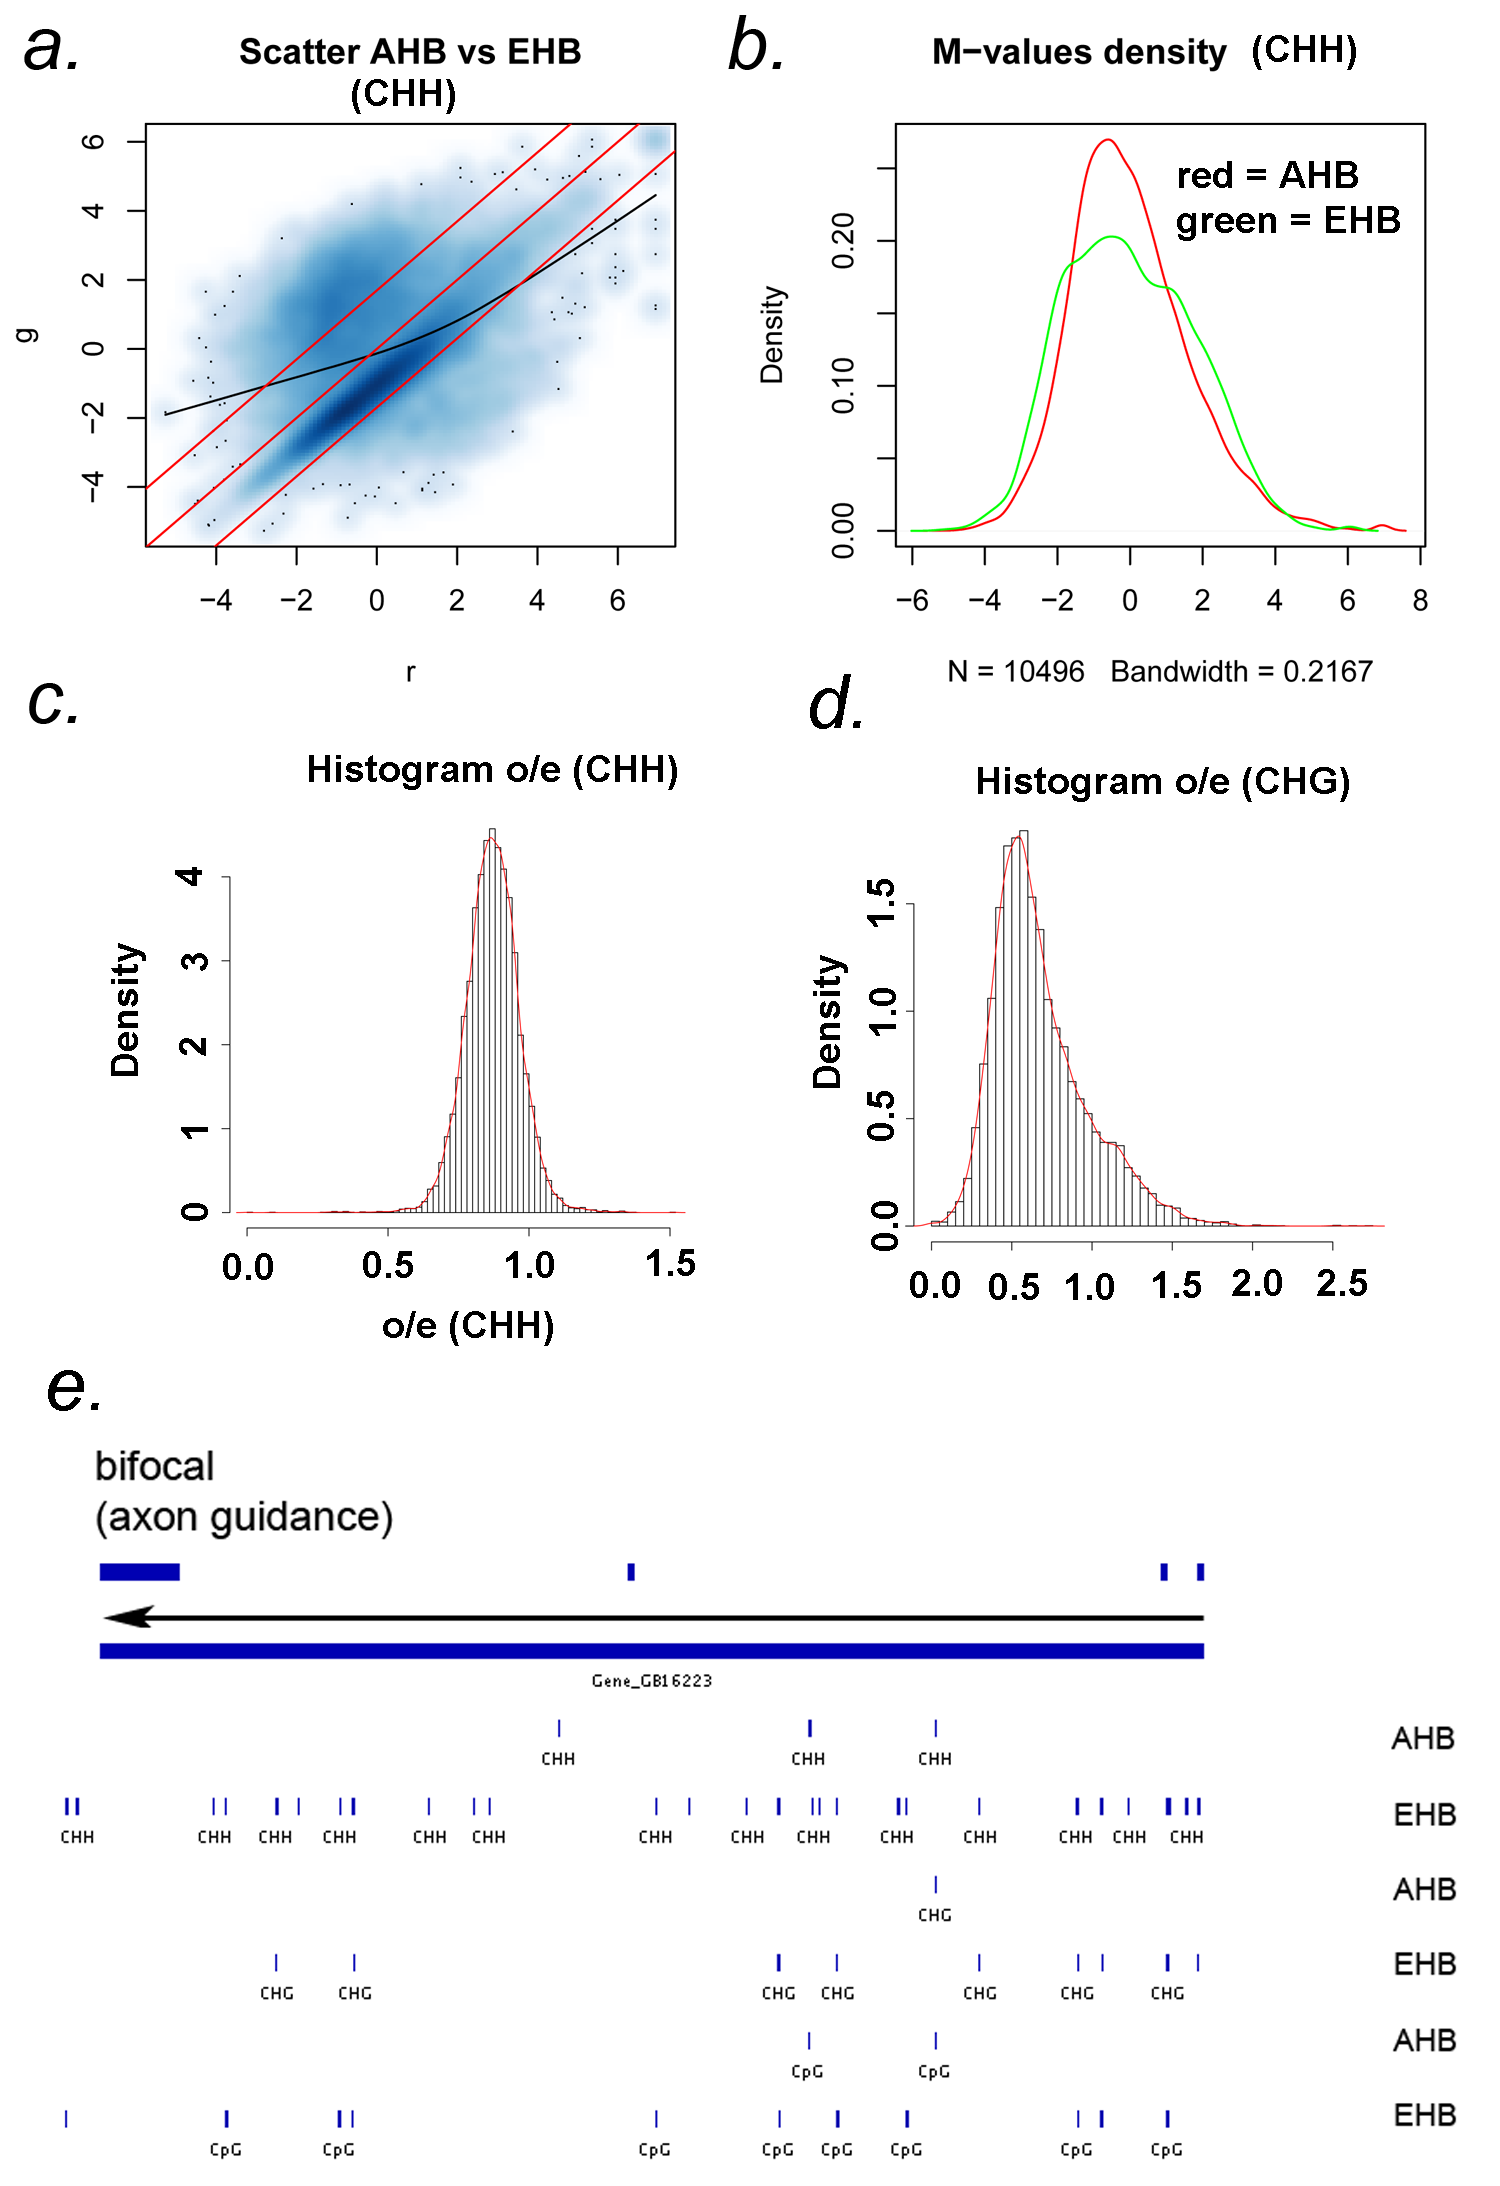

**Figure S6.** Differential CHH methylation is primarily in the introns of neuronal genes.

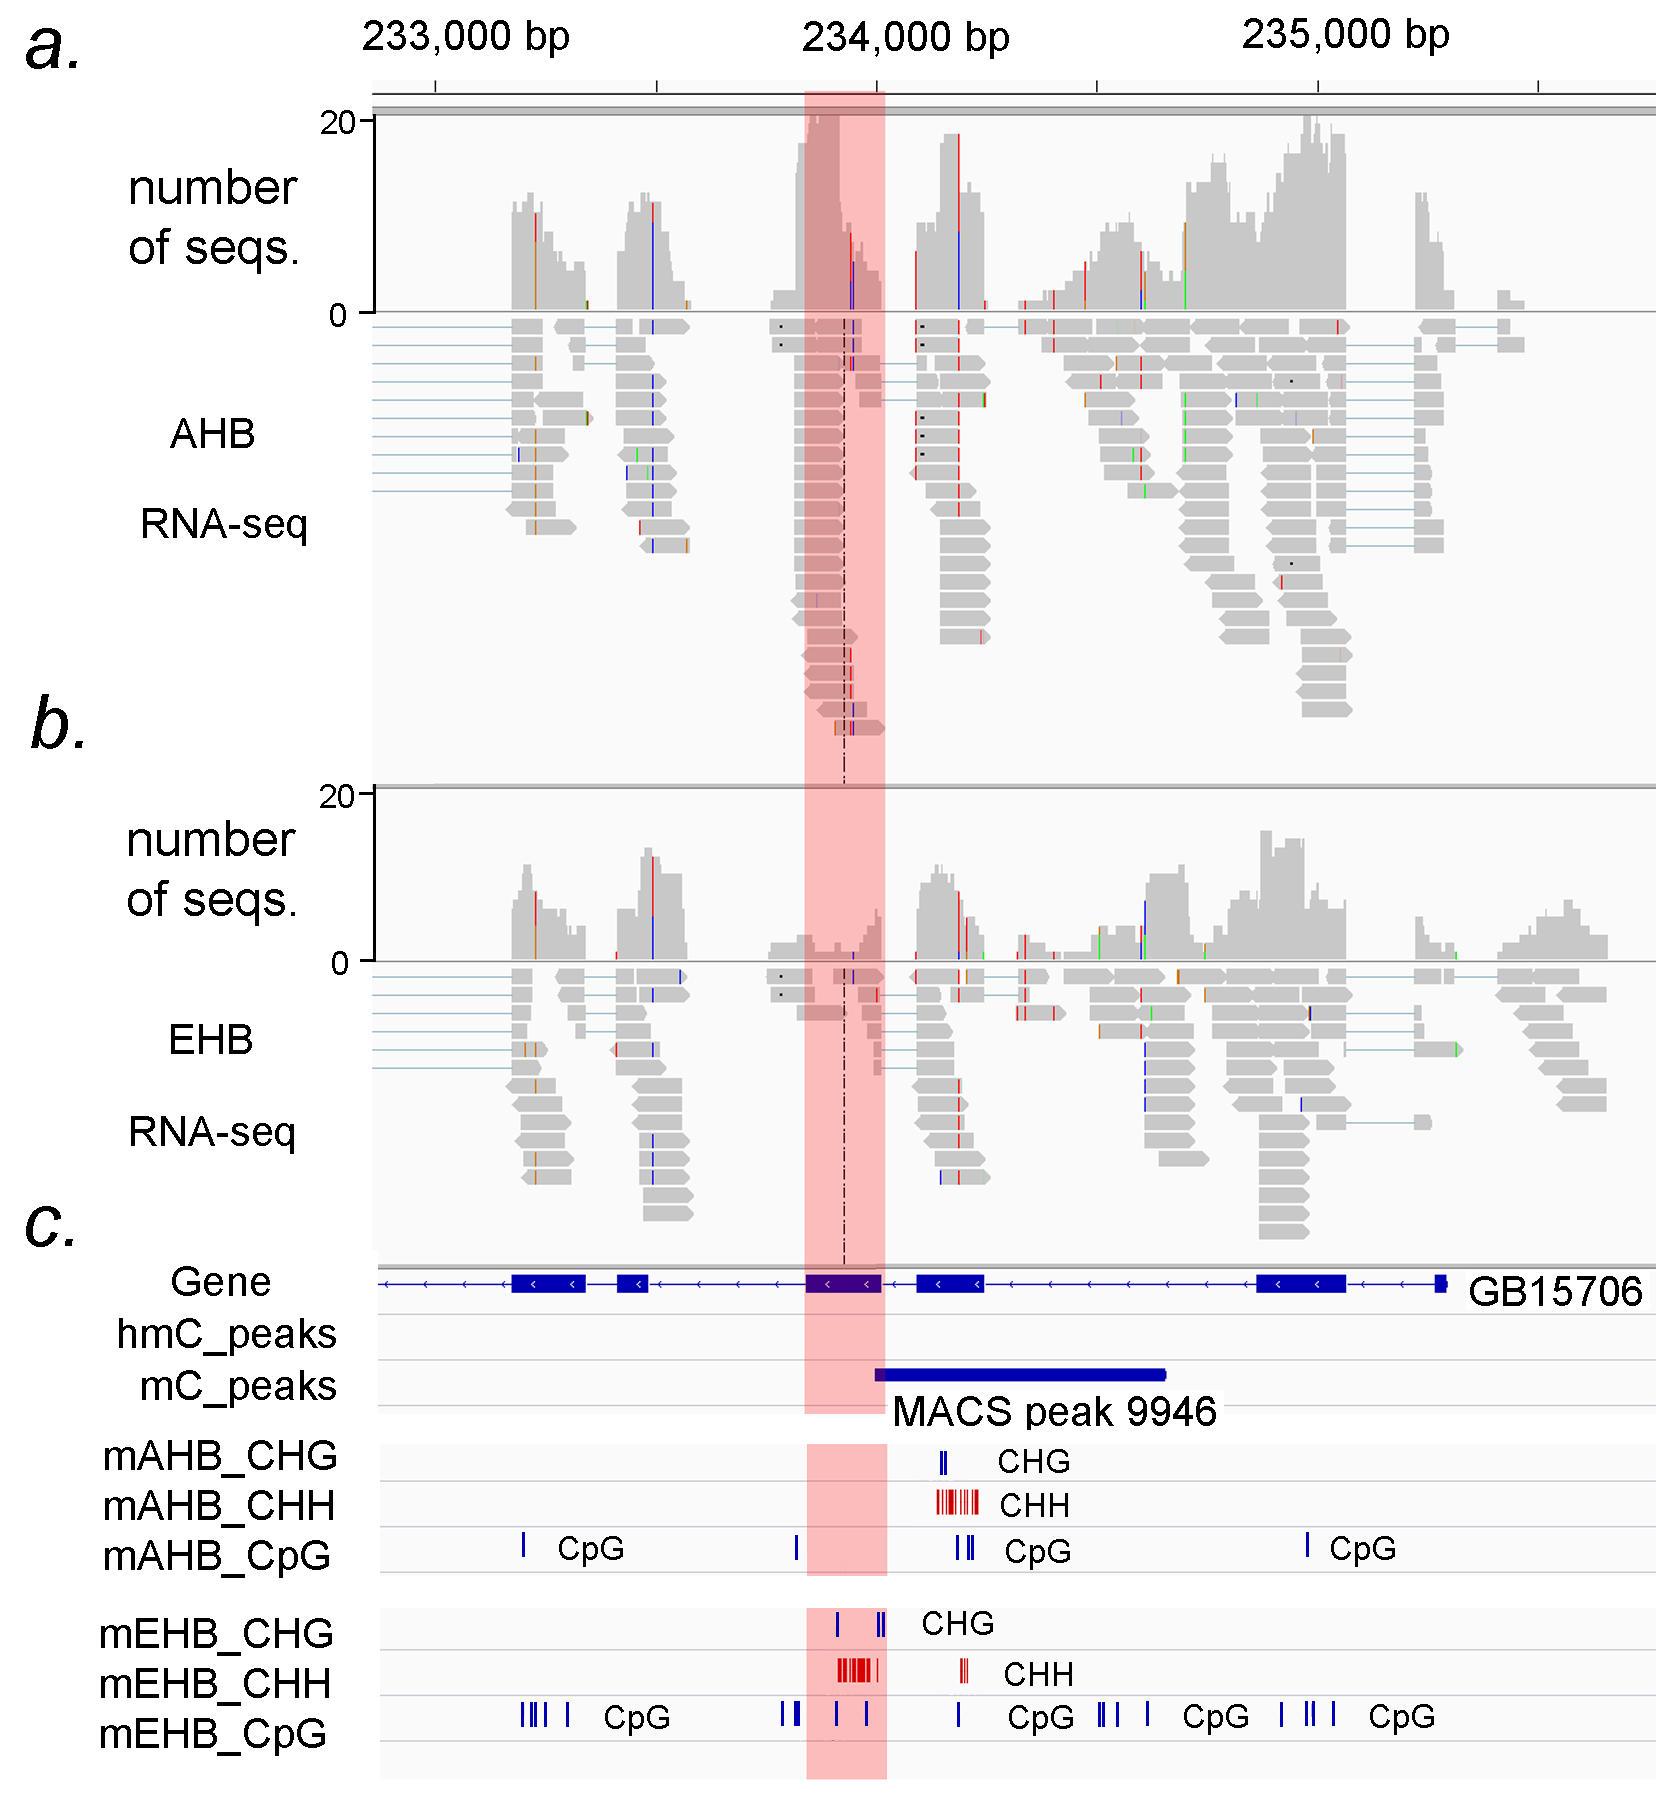

**Figure S7.** RNA-Seq analysis of AHB and EHB heads compared with BS-Seq analyses.

**
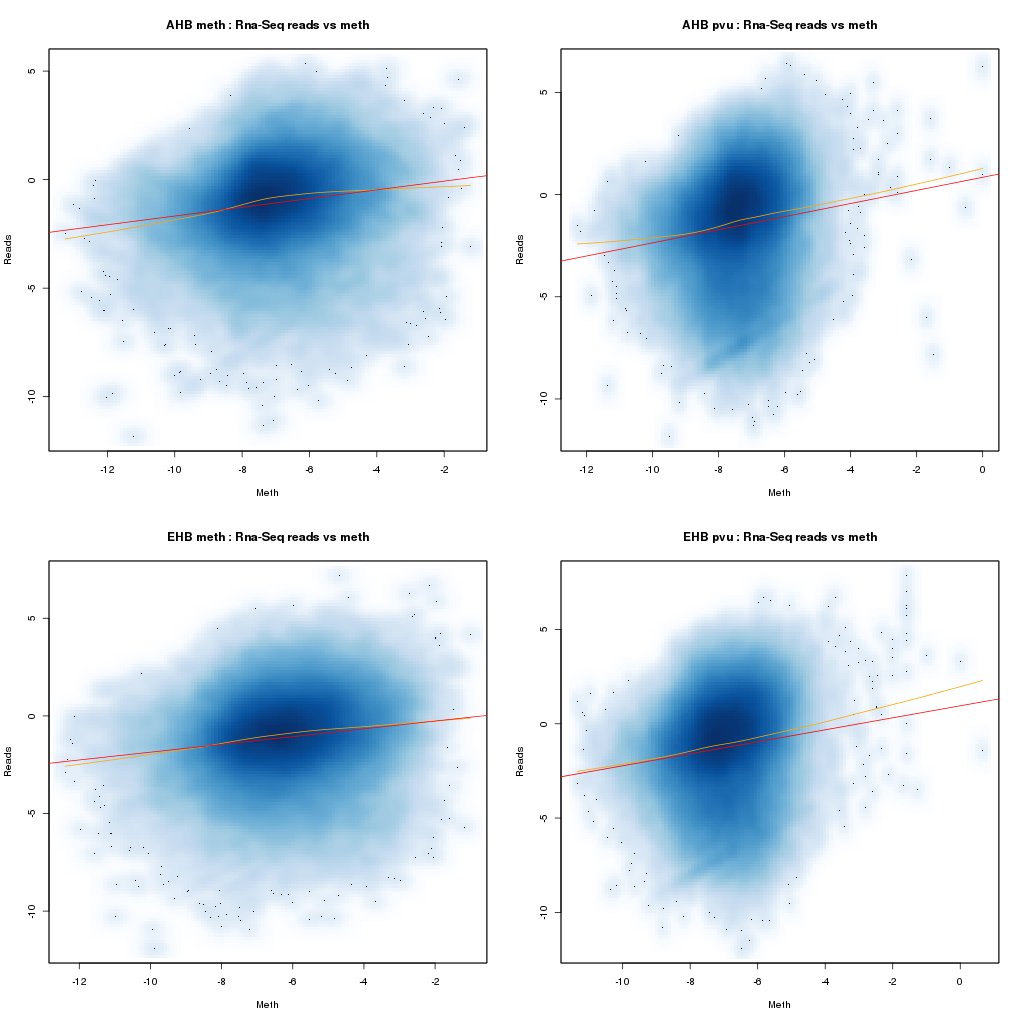
Figure S8.** RNA-Seq exon expression vs methylation calls form BS-Seq (left column) and number of Pvu-Seq fragments (right column). Correlation is 0.12 and p-value is less than 10-20

How the deposited data were processed for this re-analysis (not part of the article)

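RNA-Seq was analysed in AHB and EHB. Bisulfite sequencing, Pvu-Seq and the immunoprecipitated DNA were not analysed here. The authors deposited FPKM values (fragments relative to transcript length and to the mapped fragments), 1 per locus and group, with the lower and upper end of a confidence interval and a status. The form of the tables is that of Cufflinks gene tracking tables, with loci named by the assembly beside reference genes. For the RNA-Seq, the text of the paper does not name the aligner, the version of Cufflinks, the genome build or the way in which the 4 libraries of a group were combined. For other data it names Amel2 as the reference genome of BS-Miner, and assembly 4 of the Apis mellifera genome for bisulfite reads mapped with BSMap. The aligners that it names for such data include BWA, Bowtie and BSMap. The scaffold names are used as the tables give them, and no coordinates were converted. The table of gene names provided is of another build and holds 2 entries with such gene identifiers, so that no locus was given a gene name. GB15706, GB18247, dumpy and Distalless are not listed by identifier, and their planned comparisons were not run.

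The interval of a locus with 1 transcript is its FPKM plus or minus 2 standard deviations of a count, which gives the number of fragments behind the value. Among loci with fewer than 1000 fragments, 73.8% in AHB and 72.1% in EHB gave a number within 0.05 of a whole number, where 10% would by chance. Loci with several transcripts do not give a pure count. For loci of 600 to 3000 bp with whole numbers, fragments over FPKM followed a line in the length of the locus minus 213 bp, for 3187 of 4109 loci in AHB and 3069 of 4060 loci in EHB within 0.1%. Its slope gives the number that the FPKM were divided by, about 61500000 in AHB and 59300000 in EHB. The fragments recovered from all loci add up to about 47800000 in AHB and 46000000 in EHB. The sample labels give 16000000 to 36000000 reads per group. The cause of the difference was not tested.

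The design fixed before the data were examined assumed features shared by the groups. The loci were assembled separately in each group, so they were matched by position, with an overlap of at least 80% of the longer locus in pairs that were the best match of each other. Log2 ratios used a pseudocount of 1, loci counted as detected at an FPKM of at least 1, and pairs were compared when either group reached it. No count test was run because the values are FPKM, and with 1 value per group there is no test between groups and no p-value. With the exceptions given below, the loci named in the text follow a rule set before the data were examined. It takes the paper's genes where listed by identifier. It also takes the loci with the largest log2 ratio in each direction, among loci with an FPKM of at least 1 in both groups. The locus at the position of Figure S7 does not follow that rule and was chosen afterwards.

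The alternatives planned were other detection limits, a pseudocount of 0.1, an FPKM of at least 5, scaling to a median log2 ratio of 0 or to a common total, and a status of OK. Other overlaps, shared reference identifiers, the removal of zeros, a minimum length of 300 bp, sums over overlapping loci and recovered fragments in place of FPKM were added after the data had been seen. The procedure was tested on simulated data, in which 200 loci were changed by 4-fold. Of these, 181 had an FPKM of at least 1 in either group and the others were not compared. At least 2-fold in the right direction were 170 of the 181 (93.9%), and 0% of the unchanged loci compared were called. The FPKM of the unchanged loci differed between the simulated tables by counting noise alone, and both tables held the same locus positions. Short loci and loci with few fragments were left out. Loci with different ends and values split between overlapping loci were not simulated, so the 0% is not a false-call rate for the deposited data. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Pillow 12.0.0 and matplotlib 3.10.9.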

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

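The tests of the loci found in a single group were chosen after that result had been seen, and the test of the loci listed at 0 before. No biological explanation was tested, because there is 1 value per group.

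The paper does not discuss loci that are listed at exactly 0 in one group and at 100 FPKM or more at the matched locus of the other. There were 10 such loci at 0 in AHB and 8 at 0 in EHB, all with a status of OK. The highest partner value was 3725 FPKM in EHB, on scaffold GroupUn.4964 from position 4807 to 5619. One candidate explanation is that the fragments were assigned to another locus of the same table that overlaps the one listed at 0. Of the 18 loci, 61.1% were overlapped by a locus above 0, against 28.2% of the loci above 0 in both groups. The share was uneven, with 4 of the 10 loci in AHB and 7 of the 8 in EHB, and the comparison was not matched for the length of the loci. The explanation remains open for the loci that are overlapped and leaves out the rest.

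Loci with at least 500 fragments in one group and no overlapping locus of the other group among those analysed numbered 29 in AHB and 13 in EHB, of 7045 and 6806 loci with as many fragments. The one with most fragments in AHB lies on scaffold GroupUn.665 from position 194734 to 201256, with 140 FPKM (interval 139 to 141). In EHB it lies on scaffold Group10.12 from position 152087 to 156064, with 16.1 FPKM (interval 15.5 to 16.6). The numbers that the FPKM were divided by differ by a ratio of 1.04. If these numbers follow the depth, the difference is too small to remove such loci, but whether they do was not tested. Of the 42 loci, 26.2% lie on scaffolds not placed on a chromosome, against 40.7% of all loci with as many fragments, so that these loci are not more often on unplaced scaffolds. For the 11 loci that do lie there, the one on GroupUn.665 included, reads shared between copies of a sequence remain untested. Contamination, sequence differences between the bees and rows not analysed here were not tested, and the pattern cannot be told apart from them.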

How the results depend on the processing

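The planned comparisons of GB15706 and GB18247, of isoforms, of exons and by limma were not run, because the tables do not list these genes or give such values. No paired analysis was possible because there is 1 value per group, and leaving out a replicate was not possible. The overlaps of 50% and 95%, the shared identifiers, the removal of zeros, the length of at least 300 bp, the sums over overlapping loci and the recovered fragments were chosen after the data had been seen; the other alternatives were set before the data were examined. The causes of the changes were not tested.

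With a limit of 5 FPKM, 9652 loci were detected in AHB and 9096 in EHB, while the other limits stayed within 1.5 times the reported numbers. The Spearman correlation moved to 0.904 with all loci above 0, to 0.966 with an FPKM of at least 1 in both groups, to 0.856 at an overlap of 50% and to 0.968 without zeros. The Pearson correlation moved to 0.786 with a pseudocount of 0.1, to 0.911 with all loci above 0, to 0.856 at an overlap of 50%, to 0.873 at an overlap of 95%, to 0.901 for shared identifiers and to 0.969 without zeros.

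The numbers of loci at least 2-fold apart stayed within 1.5 times under a pseudocount of 0.1, a limit of 5 FPKM, both scalings and a status of OK, although which group had more depended on the scaling, with 337 in AHB and 392 in EHB at a median log2 ratio of 0, and 288 and 427 with a common total. The common total is a sum of FPKM in which loci shorter than 150 bp hold 47.3% in AHB and 36.4% in EHB. It therefore depends in large part on these short loci. The 2-fold counts moved to 701 in AHB and 638 in EHB at an overlap of 50%, and to 227 and 218 at 95%. They moved to 12 and 20 for shared identifiers, and to 181 and 183 without zeros. These settings also changed the number of loci compared, from 8014 to 10691, 5186, 289 and 7655. The share at least 2-fold apart, 9.02% as reported, was 12.5%, 8.58%, 11.1% and 4.76%, so that at an overlap of 95% the counts fell mostly with the number compared. With an FPKM of at least 1 in both groups, 7289 loci were compared. Of these, 159 were at least 2-fold higher in AHB and 165 in EHB, a share of 4.45%. The log2 ratio of the locus at the Figure S7 position was reversed, at -0.43, when the FPKM of the overlapping loci were added, and was 0.43 from the fragments of the same loci. For the pair alone, it was 0.79 with a pseudocount of 0.1 and 0.55 at a median log2 ratio of 0. With a common total it was 0.44, below the lower end of its interval, 0.46. The fragments of the pair alone also gave 0.44. For the 4 loci with the largest ratios, a pseudocount of 0.1 and both scalings changed the log2 ratio by at most 0.235. The recovered fragments, which are not pure counts for loci with several transcripts, changed it far more. The locus on Group10.2 was reversed, from -5.04 to 0.77, and to 2.04 with the overlapping loci added, while the sum of FPKM gave -4.61. The locus on Group11.11 went from 4.77 to 0.83, and the locus on Group8.20 from 5.35 to 4.67. The locus on Group15.22 went from -4.68 to -2.47, to -0.46 with the FPKM of the overlapping loci added, and to -0.042 with their fragments added. None of these pairs reaches an overlap of 95%.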

Other observations

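The tests of the short loci, of counting error and of the different boundaries were chosen or narrowed after the results had been seen, and the other tests before. No biological explanation was tested, because there is 1 value per group.

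Loci shorter than 150 bp are 2.44% of the loci in AHB and 2.03% in EHB, but hold 47.3% and 36.4% of the summed FPKM. The length that FPKM divides by is shorter than the locus, and a candidate explanation is that this term inflates the values of very short loci. The same loci hold 0.0209% of the fragments in AHB and 0.0257% in EHB. A locus of 104 bp on scaffold GroupUn.3079 has the highest FPKM in AHB, 39806, from 455 fragments, where division by its full length would give 71.1 FPKM. Loci of 113 and 103 bp have the second and the third highest FPKM in EHB, 47128 and 39192. The locus of 103 bp lies at the same place as the AHB locus of 104 bp. Longer loci also have very high values. The highest FPKM in EHB, 69995, is that of a locus of 842 bp with 176201 fragments, where the full length would give 3527 FPKM. The second highest in AHB, 30212, is that of a locus of 68937 bp, where it would give 20.1 FPKM. This AHB locus spans the positions of the EHB locus of 842 bp on scaffold Group6.34, so that they are not independent examples. The full length of a locus includes any introns, and the term was not tested for these longer loci.

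For the 723 loci at least 2-fold apart, 3 technical explanations were weighed. Counting error was examined for the 364 loci above 0 in both groups, where the intervals of AHB and EHB overlap in 2.75% of the pairs. These pairs were selected for being 2-fold apart, and the intervals are already apart in 58.5% of all compared loci. The intervals cover counting error, which by itself would seldom leave them apart. For these 364 loci the values argue against counting error alone as the cause. How much it adds to the size of a difference was not settled. The other 359 loci are listed at 0 in one group with an interval of no width, so that the test says nothing about them. The effect of different ends of the matched loci was not settled. Averaged over classes of similar FPKM, 9.37% of the pairs overlapping by under 95% were 2-fold apart, against 9.75% of those overlapping by more, but without that adjustment the shares were 9.83% and 8.58%, and 6.18% and 3.97% among loci above 0 in both groups. Pairs overlapping by 50% to 80%, which were not among those compared, were 2-fold apart in 23.0% of cases. Pairs that another locus overlaps were 2-fold apart for 443 of 3017 loci (14.7%), against 280 of 4997 loci (5.60%) that stand alone, and averaged over classes of similar FPKM the shares were 15.0% and 5.55%. This is consistent with values being split between overlapping loci in part of the cases, but the comparison was not matched for length. Among the 3180 pairs that stand alone and overlap by at least 95%, 169 were 2-fold apart, 81 higher in AHB and 88 in EHB. They cannot be told apart from differences between libraries, since the replicates are not given separately.

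AHB has more loci than EHB, by a ratio of 1.02, and shorter ones. One hypothesis is that AHB reads leave more gaps on the reference, so that 1 EHB locus is covered by several AHB loci. There were 1995 EHB loci spanning at least 2 AHB loci and 1827 AHB loci spanning at least 2 EHB loci, a ratio of 1.09. A table with more and shorter loci tends to such a ratio whatever the cause, so that the hypothesis remains untested.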
